# Nr6a1 controls *Hox* expression dynamics and is a master regulator of vertebrate trunk development

**DOI:** 10.1038/s41467-022-35303-4

**Published:** 2022-12-15

**Authors:** Yi-Cheng Chang, Jan Manent, Jan Schroeder, Siew Fen Lisa Wong, Gabriel M. Hauswirth, Natalia A. Shylo, Emma L. Moore, Annita Achilleos, Victoria Garside, Jose M. Polo, Paul Trainor, Edwina McGlinn

**Keywords:** Body patterning, Development

## Abstract

The vertebrate main-body axis is laid down during embryonic stages in an anterior-to-posterior (head-to-tail) direction, driven and supplied by posteriorly located progenitors. Whilst posterior expansion and segmentation appears broadly uniform along the axis, there is developmental and evolutionary support for at least two discrete modules controlling processes within different axial regions: a trunk and a tail module. Here, we identify Nuclear receptor subfamily 6 group A member 1 (Nr6a1) as a master regulator of trunk development in the mouse. Specifically, Nr6a1 was found to control vertebral number and segmentation of the trunk region, autonomously from other axial regions. Moreover, Nr6a1 was essential for the timely progression of *Hox* signatures, and neural versus mesodermal cell fate choice, within axial progenitors. Collectively, Nr6a1 has an axially-restricted role in all major cellular and tissue-level events required for vertebral column formation, supporting the view that changes in Nr6a1 levels may underlie evolutionary changes in axial formulae.

## Abstract (web summary)

The authors identify Nuclear receptor subfamily 6 group A member 1 (Nr6a1) as a master regulator of elongation, segmentation, patterning and lineage allocation specifically within the trunk region of the mouse, acting downstream of the major signals known to control vertebral column formation.

## Introduction

Vertebrate animals exhibit great diversity in their axial formulae, that is, the number and identity of elements that constitute the vertebral column. Axial formulae are established at early developmental stages when regional identity is superimposed on the continual process of somitogenesis^1^. During primary body formation, presacral vertebrae arise from dual-fated progenitor cells known as neuromesodermal progenitors (NMPs) that reside in the epiblast^2,3^, with the process of gastrulation providing a constant supply of descendant cells directly to the posterior presomitic mesoderm (PSM). The resulting PSM expansion is balanced by the periodic budding of tissue from the anterior PSM, generating vertebrae precursors known as somites. As gastrulation terminates, a subset of NMPs relocate internally to the chordoneural hinge of the tailbud, where they continue to supply descendant cells destined to form post-sacral vertebrae during secondary body formation^4,5^. This continues until progenitor exhaustion/PSM decline halts elongation and defines total vertebral number for that species^6–8^.

While each newly formed somite appears seemingly identical along the entire anterior-to-posterior (A-P) axis, the positional information that instructs regionally-appropriate vertebra morphology is already present prior to somite scission^9,10^. Central orchestrators of this positional information are the homeodomain-containing Hox proteins, a series of 39 transcription factors (in mouse/human) that work within a complex spatio-temporal hierarchy to pattern the vertebrae^11^. Specifically, it is the temporally-ordered activation of *Hox* gene expression within axial progenitors^12^, reinforced by their genomic clustering at 4 distinct loci^13^, that results in a spatially overlapping “Hox-code” along the A-P axis that governs regional identity^11^.

Evolutionary changes in vertebral number that selectively alter either the trunk or the tail/caudal regions have been repeatedly observed across the vertebrates^14–17^, supporting the view that axial elongation is driven by consecutive developmental modules that can be manipulated independently. At a cellular level, the trunk-to-tail (T-to-T) transition is marked by a switch in axial progenitor source from epiblast- to tailbud-derived^8,18^, and is coincident with a shift from an expanding to a depleting PSM size^6^. Transplantation experiments have shown that these T-to-T changes in cellular state and activity are not irreversible^4^, demonstrating that intrinsic exhaustion of axial progenitors does not follow a timer mechanism and that axial identity is able to be reset to a more anterior fate based on environmental cues^4,19^. These data, together with the observation of a temporally changing transcriptomic signature of axial progenitors^20,21^, as opposed to a stable signature, suggest an evolving developmental program as the main-body axis is laid down but one that can be broadly delineated into trunk and tail modules.

Gdf11 is one of the most prominent factors known to control the correct timing of the T-to-T transition. Genetic deletion of *Gdf11*^22^ or its receptors *Acvr2a* and *Acvr2b*^23,24^ in the mouse significantly expands the trunk region, while constitutive activation of this signalling pathway had the opposite effect^25^. However, Gdf11 signalling has pleiotropic effects across the vertebral column, with patterning changes as far anterior as the cervical region as well as tail truncation observed in *Gdf11*^*−/−*^ mice^22^. It is currently unclear whether the cell-intrinsic mechanisms downstream of Gdf11 signalling are common across all phenotypes, though axially-restricted effectors such as Pou5f1/Oct4 in the trunk^26^, and the Lin28-*let7*axis in the tail^27–29^ have been identified.

Nuclear receptor subfamily 6 group A member 1 (Nr6a1; previously called GCNF) is an orphan-nuclear receptor whose genetic deletion in the mouse results in early embryonic lethality^30^. *Nr6a1* is expressed widely within the early mouse embryo^30,31^, and is one of a select suite of marker genes that exhibits temporally-restricted expression within NMPs at embryonic day (E)8.5^20^. Of particular note, an activating single nucleotide polymorphism (SNP) within *Nr6a1* has been associated with increased trunk vertebral number in the domesticated pig^32–35^, a trait that has been selected for increased meat production^36^, with similar SNPs now found in domesticated sheep^37^. In mouse and other vertebrate species, the *Nr6a1* 3’-untranslated region harbours multiple binding sites for miR-196 and let-7^38–40^, microRNA families known to constrain trunk^38^ and tail^27^ vertebral number respectively, suggesting the potential for Nr6a1 to function during vertebral column formation in an axially-restricted manner, though to date, this remains to be tested.

Here, we identify Nr6a1 as a master regulator of trunk elongation, segmentation, patterning and lineage allocation in the mouse. *Nr6a1* expression within axial progenitors is dynamic, being positively reinforced by Wnt signalling at early stages and sharply terminated by the combined actions of Gdf11 and miR-196 at the T-to-T transition. Nr6a1 acts in a dose-dependent manner to control the number of thoraco-lumbar elements in a meristic not homeotic manner, with the subsequent termination of *Nr6a1* expression essential for tail development. Furthermore, Nr6a1 controls the timely progression of *Hox* expression derived from all Hox clusters. Specifically, Nr6a1 activity enhances the expression of several trunk *Hox* genes whilst temporally constraining the expression of posterior *Hox* genes. Collectively, our data reinforce the view that axial elongation is controlled by at least two developmental modules, the first being Nr6a1-dependent and the second Nr6a1-independent, with Nr6a1 providing central cross-talk between elongation and patterning.

## Results

### Expression of *Nr6a1* correlates with trunk formation in the mouse

The genomic locus encompassing *Nr6a1* produces multiple transcripts in the mouse (Supplementary Fig. 1A). These include two largely overlapping *Nr6a1* sense transcripts that produce proteins with identical DNA-binding and ligand-binding domains (Supplementary Fig. 1B), with a common 3’untranslated region harbouring multiple microRNA (miRNA) binding sites (Supplementary Fig. 1C). Within intron 3 of the long isoform, multiple antisense transcripts were identified including a long non-coding RNA (*Nr6a1os*) and a polycistronic transcript that encodes the *miR-181a2* and *miR-181b-2* microRNAs (miRNAs).

Whole mount in situ hybridisation utilising a riboprobe that bound both protein-coding sense transcripts revealed widespread *Nr6a1* expression at embryonic day (E) 8.5 (Fig. 1A), including the posterior growth zone which houses various progenitor populations required for axial elongation^8^. Interrogation of a published single-cell RNA-seq dataset produced from E6.5 and E8.5 embryos^41^ confirmed robust expression of *Nr6a1* at these early stages in NMPs, caudal mesoderm and the caudolateral epiblast (Fig. 1B), with lower expression in many other progenitor and mature populations where it has the potential to function. At E9.5, widespread *Nr6a1*expression was largely maintained consistent with previous studies^42,43^, though with notable absence of expression in the heart and a visible clearing of expression from the posterior growth zone during the period known as the T-to-T transition (Fig. 1A). This temporal decline in *Nr6a1* within E9.5 NMPs is supported at the single-cell level^20^. At E10.5, restricted expression became apparent within the mid- and hind-brain, cranial neural crest cells, otic vesicle and dorsal root ganglia of the trunk, with a complete absence of expression caudal to the last-formed somite. By E12.5, *Nr6a1* expression was barely detectable throughout the embryo, consistent with a “mid-gestation” pattern of expression^39^.

**Fig. 1:**
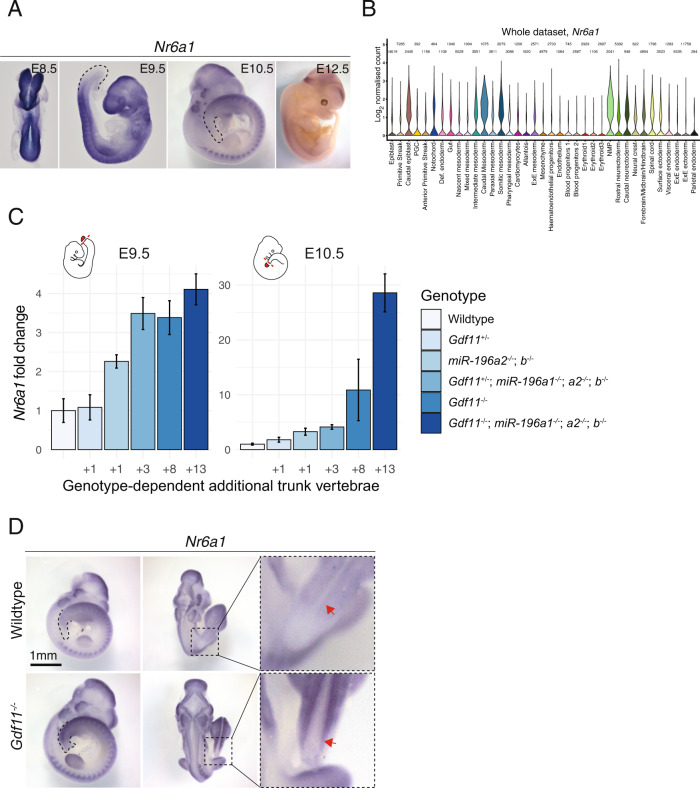
*Nr6a1* expression level positively correlates with the trunk vertebral number and is regulated by known mediators of the trunk-to-tail transition. **A** *Nr6a1* is expressed broadly at embryonic day (E)8.5, with expression becoming progressively excluded from the posterior growth zone starting E9.5. By E10.5 *Nr6a1* exhibits tissue-specific expression, followed by complete tissue clearance by E12.5. **B** Violin plot illustrates the Log_2_ normalised count, which was derived from the raw counts from each cells divided by their size factors, of *Nr6a1* in cells of the E6.5 to E8.5 mouse embryo, revealing robust expression within neuromesodermal progenitors (NMP), caudal mesoderm and caudolateral epiblast. Data derived from ref. [41]. **C** Expression level of *Nr6a1* within the tailbud positively correlates with the number of trunk vertebrae that form later in development. Quantitative PCR analysis of *Nr6a1* within tailbud tissue isolated from *Gdf11* and *miR-196* single and compound mutant embryos, represented as a fold change compared to wildtype (defined as 1). The number of biologically independent samples assessed: WT E9.5 *n* = 3, E10.5 *n* = 4; *Gdf11*^*+/−*^ E9.5 *n* = 3, E10.5 *n* = 3; *miR-196a2*^*−/−*^*;b*^*−/−*^ E9.5 *n* = 3, E10.5 *n* = 4; *Gdf11*^*+/−*^; *miR-196a1*^*−/−*^*;a2*^*−/−*^*;b*^*−/−*^ E9.5 *n* = 3, E10.5 *n* = 4; *Gdf11*^*−/−*^ E9.5 *n* = 3, E10.5 *n* = 2; *Gdf11*^*−/−*^; *miR-196a1*^*−/−*^*;a2*^*−/−*^*;b*^*−/−*^ E9.5 *n* = 3, E10.5 *n* = 2; Error bar represents standard deviation. Source data are provided as a Source Data file. The number of additional thoraco-lumbar vertebrae observed across the allelic deletion series^44^ is indicated. **D** Whole mount in situ hybridisation reveals that the quantitative increase of *Nr6a1* in E10.5 *Gdf11*^*−/−*^ tailbud tissue relative to wildtype reflects a lack of timely clearance from the posterior growth zone. Consistent spatial changes were observed in 2 biologically independent samples/genotype. Red arrow indicates the neural tube.

The rapid clearance of *Nr6a1* from the tailbud around E9.5 was striking and suggested the posterior limit of its expression may be controlled by factors that position the T-to-T transition. Indeed, *Nr6a1* expression levels are known to be moderately repressed in vivo by *miR-196*, a factor that constrains thoraco-lumbar (T-L) number by 1^38^. To dissect *Nr6a1* regulatory mechanisms at this posterior boundary further, we took advantage of a series of recently generated mouse mutant lines which harbour an increasing number of thoraco-lumbar vertebrae dependent on the individual and combinatorial deletion of *miR-196* and *Gdf11* alleles^44^. Quantification of *Nr6a1* expression within E9.5 tailbud tissue from across this allelic series revealed an overall positive correlation between early *Nr6a1* expression level and the number of additional T-L vertebrae that form later in development (Fig. 1C). This increase in *Nr6a1* expression relative to wildtype persisted at E10.5 and in extreme genotypes, where 8 or 13 additional T-L elements ultimately form, this differential expression escalated even further.

Spatial analysis of *Nr6a1* in E10.5 *Gdf11*^−/−^ embryos confirmed persistent expression in the caudal neural tube and mesoderm expanding toward the embryonic tip (Fig. 1D), reminiscent of ectopic *Lin28a* and *Lin28b* expression observed in embryos of the same genotype^28^. Collectively, these data revealed a dynamic pattern of *Nr6a1* expression within tailbud tissue over time, with expression terminated by the synergistic action of *miR-196* and Gdf11 signalling.

### Nr6a1 supports trunk elongation and inhibits sacro-caudal identity

To provide insights into the mechanistic role of Nr6a1 in axial elongation, we first performed microarray transcriptomic analyses on E9.0-9.5 wildtype and *Nr6a1*^*−/−*^ mutant embryos. The top 50 genes downregulated in *Nr6a1*^*−/−*^ mutants compared to wildtype were analysed by ToppGene, which predicted that regionalisation, pattern specification, skeletal system development and morphogenesis, and anterior-posterior patterning were key biological processes disrupted in *Nr6a1*^*−/−*^ mutants (Supplementary Data 1 and Supplementary Fig. 2A). ToppGene analysis also predicted multiple phenotypes associated with abnormal morphology of the axial skeleton as likely outcomes resulting from Nr6a1 loss-of-function (Supplementary Table 1). Lastly, DAVID analysis revealed that the protein families over-represented in the top 50 downregulated genes in *Nr6a1*^*−/−*^ mutants included Homeobox proteins and Homeodomain-like proteins (Supplementary Table 1) suggesting a putative link between Nr6a1 and Hox-dependent patterning mechanisms.

The early lethality of *Nr6a1*^−/−^ embryos complicates evaluation of its role during vertebral column formation^30,45^. To circumvent this, we next generated a ubiquitous but temporally-controlled conditional knockout model, crossing the *Nr6a1*^*flx/flx*^ line^46^ with the *CMV-Cre*^*ERT2*^ deleter line^47^. Low dose Tamoxifen (Tam) was administered on a single day of development from E6.25-E9.25 and skeletal analysis performed at E18.5, revealing a reduction in the number of thoracic elements in *CMV- Cre*^*ERT2*^; *Nr6a1*^*flx/flx*^ embryos when Tam was administered at or before E8.25 (Supplementary Fig. 2B, C). With the time-window of action defined, we next deleted *Nr6a1* specifically within axial progenitors using the *TCre*^*ERT2*^ deleter line^48^. Following administration of Tam at E7.5, a dose-dependent reduction in total vertebral number (TVN) and widespread vertebral patterning changes could be observed (Fig. 2A, B and Supplementary Fig. 3A). Compared to *TCre*^*ERT2*^-positive control embryos, heterozygous conditional deletion of *Nr6a1* resulted in 2 less T elements (Fig. 2A) and an overall reduction in TVN by 1 (Supplementary Fig. 3A) which we suggest stems from serial posteriorising homeotic transformations from the lower thoracic region onwards. For example, while the normal complement of 7 sternal rib attachments were unchanged in *TCre*^*ERT2*^;*Nr6a1*^*+/flx*^ embryos, the transitional vertebra (vertebra 17 (T10) in controls) was anteriorly displaced by one and all elements from the first lumbar vertebra onwards were anteriorly displaced by two. This phenotype was enhanced following homozygous conditional deletion of *Nr6a1*, with the number of sternal rib attachments reduced to 5, an overall loss of 4 T elements and a reduction in TVN by 3 (Fig. 2A and Supplementary Fig. 3A).

**Fig. 2:**
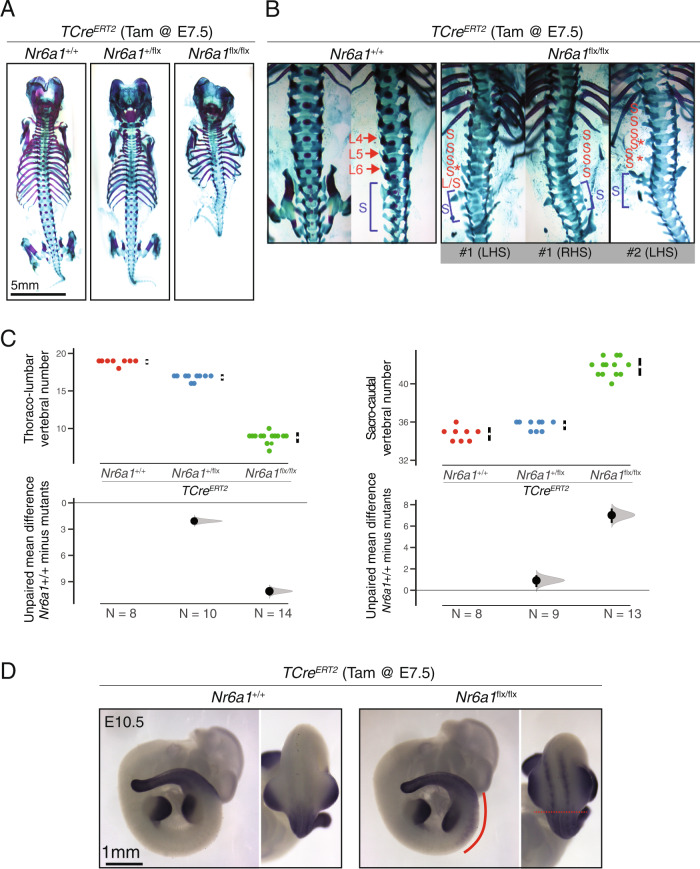
Nr6a1 is required for trunk elongation and timely activation of sacro-caudal identity. **A** Skeletal preparation of E18.5 embryos following conditional deletion of *Nr6a1* revealed a dose-dependent reduction in the number of thoraco-lumbar elements. The number of biologically independent samples assessed: *Nr6a1*^*+/+*^ *n* = 8; *Nr6a1*^*+/−*^ *n* = 10; *Nr6a1*^*−/−*^ *n* = 14. **B** In WT skeletons, removal of pelvic bones allowed visualisation of transverse process morphology characteristic of lumbar (L) and sacral (blue S) elements. In two representative *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos, positioning of the normal sacral region is defined by the presence of rudimentary pelvic bones (blue S) and lumbar elements that have assumed sacral identity marked (red S). Red asterisk indicates lateral fusions between two adjacent elements. LHS = left-hand side; RHS = right-hand side. **C** Quantification of thoraco-lumbar and sacro-caudal vertebral number following conditional deletion of *Nr6a1* alleles. Raw data is presented in the upper plots. Mean differences relative to wildtype (+/+) are presented in the lower plots as bootstrap sampling distributions. The mean difference for each genotype is depicted as a black dot and 95% confidence interval is indicated by the ends of the vertical error bar. **D** Whole mount in situ hybridisation for *Hoxd11* in E10.5 embryos revealed a rostral shift in the anterior limit of expression in *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos compared to control. Ectopic *Hoxd11* expression in *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos is marked with a red line in lateral view. In dorsal view, the normal anterior limit is marked with a red dotted line, with ectopic *Hoxd11* expression restricted to the paraxial mesoderm. Consistent spatial changes were observed in 3 biologically independent samples/genotype.

Removal of the pelvic bones in a WT embryo allowed visualisation of the normal winged-shaped transverse process on sacral elements S1 and S2 which at this stage are becoming fused laterally, and the rostrally-pointing transverse process of lumbar elements L4, L5, L6 (Fig. 2B). In *TCre*^*ERT2*^*;Nr6a1*^*flx/flx*^ embryos, positioning of the normal (albeit malformed) sacral region was appropriately spaced relative to the last formed thoracic element, defined by the presence of adjacent rudimentary pelvic/hindlimb bones (blue S, Fig. 2B). Rostral to this, the transverse processes of all intervening post-thoracic vertebral elements assume a flattened morphology which, in numerous embryos, show lateral fusion between adjacent elements (red S, Fig. 2B; asterisk marks lateral fusions). These unique characteristics of sacral morphology indicated an almost complete transformation of lumbar to sacral identity in *TCre*^*ERT2*^;*Nr6a1*^*flx/flx*^ embryos.

To corroborate this morphological assessment, we performed whole-mount in situ hybridisation for *Hoxd11*, a known regulator of sacral identity^49^. At E10.5, we see a striking shift in the rostral boundary of *Hoxd11* in *TCre*^*ERT2*^*;Nr6a1*^*flx/flx*^ embryos compared to somite-matched WT embryos (Fig. 2D). This shift was specific to the paraxial mesoderm, with ectopic *Hoxd11* expression observed in at least 6-7 somites rostral to the normal boundary of expression, correlating well with the extent of skeletal transformations observed (Fig. 2B). We also assessed the expression of retinoic acid signalling components *Aldh1a2* and *Cyp26a1* at E9.5 and E10.5 but see no major spatio-temporal differences between genotypes (Supplementary Fig. 4) that prefigure the rostral shift in *Hox* expression or that may underlie body plan changes. Collectively, these results demonstrated an essential and dose-dependent role for Nr6a1 in the appropriate timing of patterning events during axial elongation, with the precocious activation of more posterior programs following Nr6a1 depletion predicted to temporally advance termination of elongation^28,44,50^, leading to the reduction in TVN observed.

In addition to these patterning and numerical changes, homozygous conditional deletion of Nr6a1 resulted in rib fusion defects and vertebral malformations throughout the entire thoracic and extended-sacral regions (Fig. 2A and Supplementary Fig. 5). Surprisingly, however, vertebral morphology immediately after the hindlimb reverted back to normal, with tail elements of *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos indistinguishable from controls (Fig. 3A). Consistent with this, characterisation of the early somite marker *Uncx4.1* at E10.5 revealed highly dysmorphic somite formation in the interlimb and hindlimb regions of *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos compared to controls, with a sharp switch back to normal appearance immediately caudal to the hindlimb bud (Fig. 3B). Collectively, these results demonstrate an axially-restricted function for Nr6a1 in terms of vertebral number, patterning and morphology, reinforcing the view that distinct programs govern the trunk and the tail regions - the former being Nr6a1-dependent and the latter Nr6a1-independent.

**Fig. 3:**
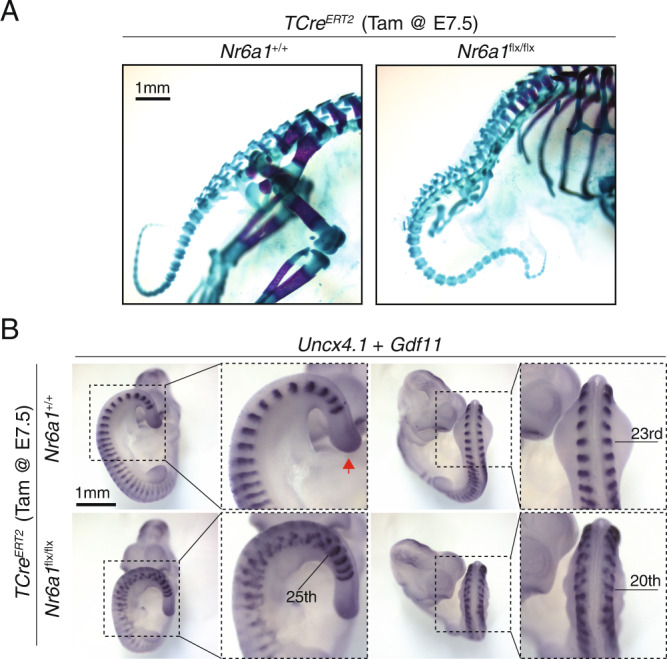
Nr6a1 function within somitic tissue is restricted to the trunk region. **A** Analysis of caudal elements in wildtype and *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ and *Nr6a1*^*flx/flx*^ embryos (*n* = 13 and *n* = 8 biologically independent samples, respectively) revealed no difference in vertebrae morphology or number. **B** Whole mount in situ hybridisation for the somite marker *Uncx4.1* revealed a rostral shift in hindlimb positioning in *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos compared to control, somite number is marked in the right panel. Additionally, somite morphology was specifically disrupted in the future thoraco-lumbar region of *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos, returning to normal immediately after the hindlimb bud. Co-expression analysis of *Gdf11* (red arrows) revealed no change in expression in the tailbud between genotypes. Consistent expression patterns were observed in 2 biologically independent samples/genotype.

### Nr6a1 controls timely posterior *Hox* expression in the tailbud

The sequential activation of *Hox* genes in time, and subsequently in space, underpins body patterning along the vertebrate A-P axis^12,49,51^. Given the rostral shift in *Hoxd11* expression within maturing somites following conditional deletion of Nr6a1 (Fig. 2D), we next wanted to address whether this was secondary to the precious temporal activation of this gene, and potentially other *Hox10-13* paralog genes, within the E9.5 tailbud tissue. Tissue was collected from somite-matched (+/−1) embryos (Supplementary Fig. 6) and the expression of several posterior *Hox* genes found to be significantly upregulated in *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ tailbuds compared to controls, including *Hoxc12, Hoxc12, Hoxb13, Hoxc13* and *Hoxd13*, with others following a similar trend (Fig. 4A). For many of these genes, a dose-dependent control of *Hox* expression levels by Nr6a1 is suggested, although not significant with current sample numbers. The most highly upregulated *Hox* gene amongst this list was *Hoxb13*, increasing more than 200-fold in *TCre*^*ERT2*^;*Nr6a1*^*flx/flx*^ tailbuds (Fig. 4A).

**Fig. 4:**
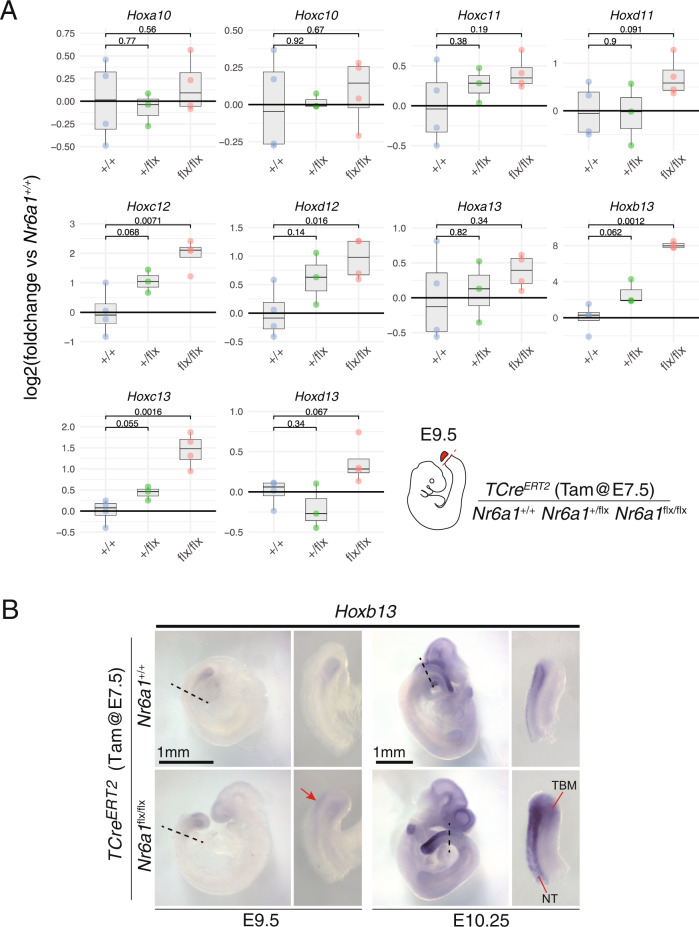
Nr6a1 suppresses posterior *Hox* gene expression. **A** Quantitative PCR analysis of posterior *Hox* gene expression within tailbud tissue isolated from *TCre*^*ER*T2^ controls, *TCre*^*ER*T2^;*Nr6a1*^+/flx^ and *TCre*^*ER*T2^;*Nr6a1*^*f*lx/flx^ embryos at E9.5, *n* = 3 biologically independent samples per genotype. Statistical analysis of differences between genotypes was performed using an unpaired two-sample Welch’s *t* test, *p* values are provided in the figure. Source data are provided as a Source Data file. **B** Whole mount in situ hybridisation revealed a spatial expansion of *Hoxb13* expression in *TCre*^*ER*T2^;*Nr6a1*^+/flx^embryos compared to wildtype, at both E9.5 and E10.5. Red arrow at E9.5 indicates ectopic *Hoxb13* expression. TBM = tail bud mesoderm; NT = neural tube.

Spatial analysis of *Hoxb13* in wildtype E9.5 embryos (Fig. 4B) confirmed expression was limited to endodermal cells of the hindgut at this stage^52^. In contrast, E9.5 *TCre*^*ERT2*^;*Nr6a1*^*flx/flx*^ embryos showed additional ectopic expression in the tailbud mesoderm (Fig. 4B). Ectopic *Hoxb13* expression persisted in E10.5 *TCreER*^T2^;*Nr6a1*^*flx/flx*^ embryos throughout the tailbud mesoderm, and increased *Hoxb13* expression levels were observed in the neural tube relative to wildtype (Fig. 4B). These data reveal an essential role for Nr6a1 in ensuring correct spatio-temporal activation of a collective posterior *Hox* code within the tailbud and, specifically, in preventing their precocious expression at stages prior to the T-to-T transition.

### Nr6a1 clearance is essential for the trunk-to-tail transition

During development, the clearance of expression signatures can be instructive or passive. To test the morphological and molecular importance of timely Nr6a1 clearance at the T-to-T transition, we next turned to a gain-of-function approach where transgenic expression of *Nr6a1* downstream of *Cdx2* regulatory elements^53^ maintained gene expression in the tailbud throughout axial elongation (*Cdx2P:Nr6a1*). Skeletal analysis of *Cdx2P:Nr6a1* embryos at E18.5 revealed thoraco-lumbar expansion, constituting an additional 2T and 2-4L vertebrae relative to wildtype (Fig. 5A). As the number of sternal rib attachments was unaltered in these transgenics (Supplementary Fig. 7A), the additional T elements are considered to be of caudal thoracic identity. Within the *Cdx2P:Nr6a1* extended lumbar region, almost all of the elements harboured an accessory process known as the anapophysis, a feature usually restricted to the first 3 lumbar elements in wildtype (Fig. 5B). As such, we can pinpoint the presacral expansion in *Cdx2P:Nr6a1* embryos to elements immediately surrounding the T-L junction, in terms of their identity.

**Fig. 5:**
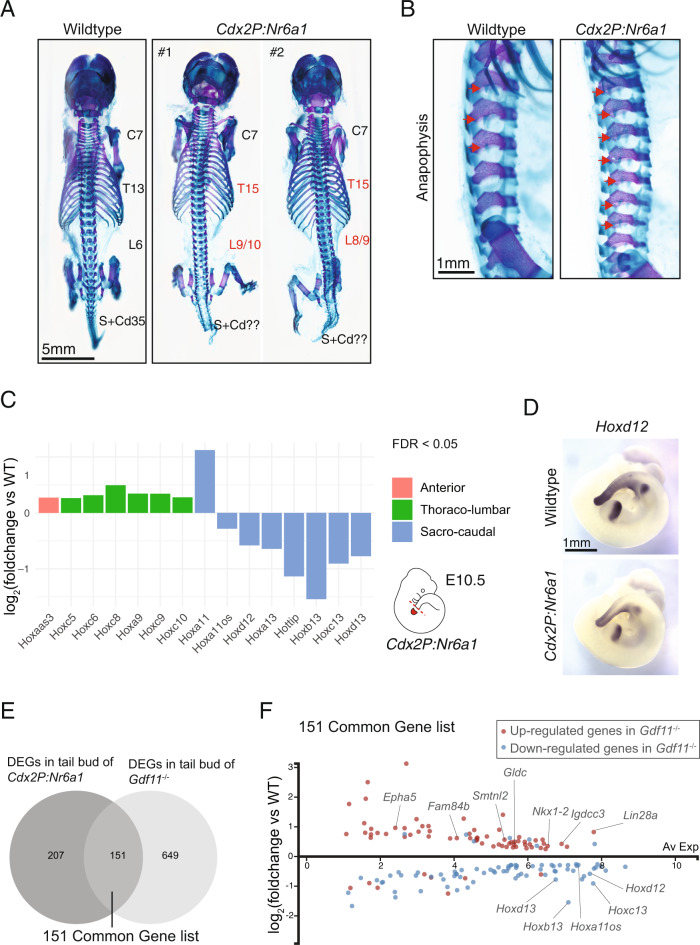
Prolonged Nr6a1 activity is sufficient to increase thoraco-lumbar count and sustain trunk expression signatures. **A** Skeletal preparation of E18.5 embryos, dorsal view, revealed an increase in the number of thoraco-lumbar elements in *Cdx2P:Nr6a1* embryos (*n* = 2 independent samples) compared to wildtype (*n* = 8 independent samples). C = cervical, T = thoracic, L = lumbar, S = sacral and Cd = caudal vertebrae. **B** Higher magnification, lateral view, of the lumbar region in embryos from (**A**) revealed the anapophysis (red arrow) normally present on the first 3 lumbar elements in wildtype was now present on 7 of the 8 lumbar elements in *Cdx2P:Nr6a1* embryos. Experimental numbers as per 5A. **C** RNAseq analysis of E10.5 wildtype and *Cdx2P:Nr6a1* tailbuds revealed widespread changes in *Hox* expression downstream of Nr6a1. Results are presented as a log2-transformed fold change in *Cdx2P:Nr6a1* samples relative to wildtype, *n* = 2 for *Cdx2P:Nr6a1* and *n* = 4 for wildtype. Only those *Hox* genes with a false discovery rate (FDR) < 0.05 are displayed, and are colour-coded based on the axial region where the Hox protein functions. Source data are provided as a Source Data file. **D** Whole mount in situ hybridisation revealed reduced expression of *Hoxd12* within the tail of E10.5 *Cdx2P:Nr6a1*embryos compared to wildtype. Consistent spatial changes were observed in 2 biologically independent samples/genotype. **E** Venn diagram overlay of differentially expressed genes (DEGs) in *Cdx2P-Nr6a1* (this work) and *Gdf11*^*−/−*^ ^28^ tailbud tissue reveals substantial overlap. Source data are provided as a Source Data file. **F** Analysis of the 151 co-regulated genes identified in (**D**), presented here as log2-transformed fold change in *Cdx2P:Nr6a1* samples relative to wildtype, revealed that 136 genes (90%) displayed the same direction of regulation in both genetically altered backgrounds. Red and blue dots indicate upregulated and downregulated genes in *Gdf11*^*−/−*^ tailbuds, respectively. Source data are provided as a Source Data file.

Increased Nr6a1 levels did not overtly affect vertebrae morphology within the T–L region up until the most caudal lumbar elements, after which, all sacro-caudal elements became small, fused and exhibited defects in dorsal closure (Fig. 5A and Supplementary Fig. 7B). These regionally-restricted phenotypic changes were complementary to those observed following conditional deletion of Nr6a1 (Fig. 2A), and demonstrate that the normal clearance of Nr6a1 at the T-to-T transition is not an inconsequential outcome of an altered developmental program but rather, Nr6a1 clearance is essential for correct sacral positioning and normal tail morphology.

To ascertain whether *Hox* expression dynamics were altered in *Cdx2P:Nr6a1* embryos, we performed RNA-seq analysis of tailbud tissue at E10.5, a time when Nr6a1 should no longer be expressed at this site. 

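Tailbuds were dissected as all tissue caudal to the last somite, and a stranded mRNA library was made from each embryo and sequenced as 75 bp single-end reads. The text and the sample labels give the stage as E10.5, whereas the heading of the source data for Fig. 5C gives E9.5. The libraries came from 4 wildtype embryos and from 2 transient transgenic embryos in which a Cdx2 promoter drives Nr6a1 (Cdx2P:Nr6a1). The authors aligned the reads with STAR and deposited the number of reads counted on each gene, without normalization. The total counts were 49165881, 55841404, 55920173 and 44969068 in wildtype replicates 1 to 4. They were 44073460 and 67183802 in Cdx2P:Nr6a1 replicates 1 and 2, the lowest and the highest total of the 6 libraries. The mean was 52.9 M counts on genes per library, where the paper reports 69 M reads per library, and all values given here use the deposited counts. The exon coordinates deposited with the counts are those of the mouse build GRCm38. Strand was not used in the counting, although the libraries were stranded. Of the 446 genes whose exons lie wholly under exons of the opposite strand, 0 had more than 10 counts over the 6 libraries, compared with 37.5% of the 42762 genes whose exons lie under no other gene. Genes were tested when a count above 10 and a CPM (count scaled to the library size) above 2 were reached in at least 2 libraries, the filter given in the paper's methods, which kept 12733 genes. Counts were normalized by the TMM method, and the genotypes were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, in which a gene with an adjusted p under 0.05 was called.

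Nr6a1 lies on chromosome 2 from 38723370 to 38927688. Its CPM was 5.40 ± 1.22 (SD, n = 4) in wildtype and 28.6 ± 7.50 (SD, n = 2) in Cdx2P:Nr6a1 tailbuds. The log2 fold change was 2.41 (standard error 0.20, adjusted p = 0.00132 from edgeR's quasi-likelihood test). Both Cdx2P:Nr6a1 libraries lay above every wildtype library (exact permutation test, two-sided p = 0.0667, the smallest p that 2 libraries against 4 allow). The value that moved most was the fold change without Cdx2P:Nr6a1 replicate 2, the library with the higher Nr6a1 CPM, at 2.11. The counts do not separate transcripts of the transgene from those of the endogenous gene. Nr6a1os, the antisense gene of the locus, shares 0 exon bases with Nr6a1 and stayed below the filter with 22 to 51 counts per library. In all, 203 genes were called, 100 higher and 103 lower in Cdx2P:Nr6a1 tailbuds. For each of these 203 genes, both Cdx2P:Nr6a1 libraries lay beyond all 4 wildtype libraries, as they did for 18.5% of the genes tested, where chance gives 13.3%. The number called changed most without the filter on low counts, to 876, and edgeR's likelihood ratio test called 401. Without wildtype replicate 4 it was 134.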

Compared to wildtype controls, the prolonged maintenance of Nr6a1 activity resulted in a modest upregulation of several trunk *Hox* genes, including *Hoxc6*, *Hoxc8*, *Hoxa9*, *Hoxc9* and *Hoxc10*, genes known to participate in conveying T-L identity^49,51,54^ (Fig. 5C). Conversely, genes of the *Hox11-13* paralog groups and two 5’-Hox cluster antisense genes *Hoxa11os* and *Hottip* showed reduced expression in *Cdx2P:Nr6a1* tailbuds (Fig. 5C), with *Hoxb13* again having the largest differential response to altering Nr6a1 levels. 

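Each of the 18 Hox5 to Hox10 genes passed the filter, and 3 of them were called, each of them higher in Cdx2P:Nr6a1 tailbuds. Hoxa9 (chromosome 6, 52223100 to 52231089) rose from a CPM of 181 ± 5.54 (SD, n = 4) to 229 ± 11.1 (SD, n = 2), with a log2 fold change of 0.35 (standard error 0.05, adjusted p = 0.0116 from edgeR's quasi-likelihood test). Hoxc8 (chromosome 15, 102990607 to 102994111) rose from 45.0 ± 4.20 to 63.5 ± 5.13 CPM, with a log2 fold change of 0.49 (standard error 0.09, adjusted p = 0.0266 from the same edgeR test). Hoxc10 (chromosome 15, 102966796 to 102971893) rose from 260 ± 2.98 to 315 ± 20.2 CPM, with a log2 fold change of 0.28 (standard error 0.05, adjusted p = 0.0272 from the same edgeR test). Hoxc10 shares 166 exon bases on the same strand with Hoxc5, so that reads there could not be assigned to either gene. Hoxc6 and Hoxc9 were not called: their log2 fold changes were 0.32 (standard error 0.08, adjusted p = 0.116, edgeR's quasi-likelihood test) and 0.34 (standard error 0.08, adjusted p = 0.0836). For these 5 genes, both Cdx2P:Nr6a1 libraries lay above all 4 wildtype libraries.

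Without wildtype replicate 4, Hoxc8 was no longer called (adjusted p = 0.0618, edgeR, between 7.19e-11 and 0.0618 over all 13 alternatives), and Hoxc10 lost its call whichever wildtype library was left out (adjusted p from 0.0526 to 0.0846, and from 0.000282 over all 13). The log2 fold change of Hoxc10 stayed between 0.271 and 0.276 in these fits, so its size did not depend on a single wildtype embryo. Hoxc6 was called by 4 of the 13 alternatives, with an adjusted p between 1.33e-05 and 0.202 over all 13, and Hoxc9 by 4 of 13, with an adjusted p between 0.000108 and 0.182. For both genes these were the likelihood ratio test, the exact test, DESeq2 and the fit without a filter. Of the 18 genes, 8 were called when adjusted over the list alone. Their median log2 fold change was 0.11, with 15 genes higher and 3 lower, and it lay above 100% of 10000 random lists of the same size matched on mean expression. The random genes were drawn independently, so these lists do not allow for genes that vary together between embryos. Relative to the wildtype mean, the median lay between -0.066 and 0.082 in the wildtype libraries. It was 0.15 and 0.14 in Cdx2P:Nr6a1 replicates 1 and 2. The rotation test fry of limma gave a p of 0.0229 for the set, which rose to 0.0549, 0.0587 and 0.0669 without wildtype replicate 1, 3 or 4. A list of 8 erythroid markers also lay beyond all of its random lists, but fry of limma gave it a p of 0.738.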

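Of the 9 Hox11 to Hox13 genes, 5 were called lower and 1 higher in Cdx2P:Nr6a1 tailbuds. Hoxb13 (chromosome 11, 96194316 to 96197447) changed the most of the Hox genes tested, from a CPM of 176 ± 24.8 (SD, n = 4) to 60.3 ± 2.74 (SD, n = 2), a log2 fold change of -1.54 (standard error 0.12, adjusted p = 0.00121 from edgeR's quasi-likelihood test). The log2 fold change was -0.91 (standard error 0.07, adjusted p = 0.00131) for Hoxc13 and -0.77 (standard error 0.06, adjusted p = 0.00121) for Hoxd13, by the same edgeR test. It was -0.65 (standard error 0.09, adjusted p = 0.0131) for Hoxa13 and -0.58 (standard error 0.10, adjusted p = 0.0272) for Hoxd12, again from edgeR. For Hoxd12, leaving out wildtype replicate 1, 2 or 4 or robust estimation of the dispersion raised the adjusted p to values between 0.0514 and 0.0551 (edgeR, from 1.54e-18 over the 13 alternatives), and its fold change was -0.81 without Cdx2P:Nr6a1 replicate 1 and -0.38 without replicate 2. The other 4 genes called lower kept their call under all 13 alternatives that gave a test.

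Hoxc12, with a log2 fold change of -0.18 (standard error 0.07, adjusted p = 0.327), was not called by edgeR's quasi-likelihood test or by any of those alternatives. Its fold change lay between -0.29 and -0.08 with a Cdx2P:Nr6a1 library left out. Hoxc11 and Hoxd11 had log2 fold changes of 0.02 (standard error 0.05) and 0.01 (standard error 0.06). For Hoxc11, Cdx2P:Nr6a1 replicate 1 lay above and replicate 2 below all wildtype libraries, and for Hoxd11 both lay within their range. Neither direction held, since Hoxc11 was at -0.06 without Cdx2P:Nr6a1 replicate 1 and Hoxd11 at -0.03 without wildtype replicate 1. Hottip (chromosome 6, 52262775 to 52267603) fell from 20.7 ± 1.57 to 9.43 ± 1.16 CPM, a log2 fold change of -1.14 (standard error 0.11, adjusted p = 0.00286, same edgeR test). Hoxa11os (chromosome 6, 52244393 to 52249799) was not called, with a log2 fold change of -0.28 (standard error 0.08, adjusted p = 0.133, edgeR's quasi-likelihood test). Its CPM was 176 ± 14.7 in wildtype and 144 ± 5.10 in Cdx2P:Nr6a1 tailbuds, and both Cdx2P:Nr6a1 libraries lay below all 4 wildtype libraries. Over the 13 alternatives its adjusted p lay between 0.000148 and 0.240, and 5 of them called it. The median log2 fold change of the 9 Hox11 to Hox13 genes was -0.58, and fry gave a p of 0.00149 (limma's rotation test). When adjusted over the list alone, 6 were called lower and 1 higher.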

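Hoxa11 lies on the reverse strand of chromosome 6 from 52242106 to 52245810. Its CPM was 33.5 ± 1.73 (SD, n = 4) in wildtype tailbuds and 72.8 ± 8.05 (SD, n = 2) in Cdx2P:Nr6a1 tailbuds, a log2 fold change of 1.12 (standard error 0.07, adjusted p = 0.000477 from edgeR's quasi-likelihood test). The call held under all 13 alternatives with a test, and the fold change stayed between 1.00 and 1.23 over them and the fits with a Cdx2P:Nr6a1 library left out. Of the 2287 exon bases of Hoxa11, 800 (35.0%) also belong to exons of Hoxa11os, where they make up 26.0% of its 3073 exon bases. As strand was not used in the counting, reads on these bases were given to neither gene, and the counts of each come from its remaining exon bases.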

One exception to this trend was *Hoxa11*, which was found to be upregulated in *Cdx2P:Nr6a1* tailbuds. A similar inverse relationship between *Hoxa11* and other posterior *Hox* cluster genes, including *Hoxa11os*, has also been observed in E10.5 *Gdf11*;*miR-196*single and compound mutant mice which harbour additional thoraco-lumbar elements^44^. An antagonistic relationship between *Hoxa11os* and *Hoxa11* exists within the early mouse limb bud, resolving into mutually exclusive domains of expression as the limb bud elongates^55^. In this context, *Hoxa11os* transcription is dependent on Hoxa13/d13 and suppresses *Hoxa11*, with our data supporting the potential for a parallel regulatory network within the paraxial mesoderm.

We went on to assess the expression of *Hoxd12* by whole mount in situ hybridisation in E10.5 *Cdx2P:Nr6a1* embryos, revealing a general reduction in expression throughout the entire tail compared to WT somite-matched embryos, with clear reductions observed in tailbud mesoderm and somitic tissues (Fig. 5D). In summary, we show that the Nr6a1, likely acting with as-yet unknown protein partners, is sufficient to control the temporal progression of *Hox* activation of all 4 *Hox* clusters. This control over *Hox* cluster progression by Nr6a1 correlated well with altered patterning outcomes observed following manipulation of Nr6a1 levels. However, the increase in T-L vertebral number seen in *Cdx2P:Nr6a1* embryos was harder to reconcile, since meristic changes (i.e. changes in vertebral number) are historically not thought to ensue downstream of changes to a single *Hox* gene or Hox paralog group. 

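By cluster, the 5 Hox5 to Hox10 genes of the HoxA cluster had log2 fold changes from 0.09 to 0.35 and the 5 of the HoxC cluster from 0.26 to 0.49, with 1 and 2 genes called higher. In the HoxB cluster, 2 of the 5 trunk genes were higher and 3 lower, from -0.22 to 0.09, and 0 were called, with 1 at an unadjusted p under 0.05 (Hoxb9). In the HoxD cluster, the 3 trunk genes rose by 0.05 to 0.12 on the log2 scale, and 0 were called or had an unadjusted p under 0.05. The median over the 10 trunk genes of HoxA and HoxC was 0.27, and over the 8 of HoxB and HoxD it was 0.07. With 1 library left out, the HoxB and HoxD median lay between 0.015 (without Cdx2P:Nr6a1 replicate 1) and 0.090 (without wildtype replicate 2). The HoxA and HoxC median then lay between 0.25 and 0.28. The difference between these medians, taken in each library relative to the wildtype mean, was 0.22 and 0.25 in the Cdx2P:Nr6a1 libraries and at most 0.04 in the wildtype libraries (exact permutation test, two-sided p = 0.0667, the smallest that 15 arrangements allow). The grouping of the clusters was chosen after the values were seen. Among the Hox11 to Hox13 genes, each of the 4 clusters held a gene called lower, and these were the Hox13 genes of every cluster together with Hoxd12. The paper concludes that Nr6a1 is sufficient to set the course of Hox activation in the 4 clusters over time, and proposes that it acts with proteins not yet identified.

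**Figure D1:**
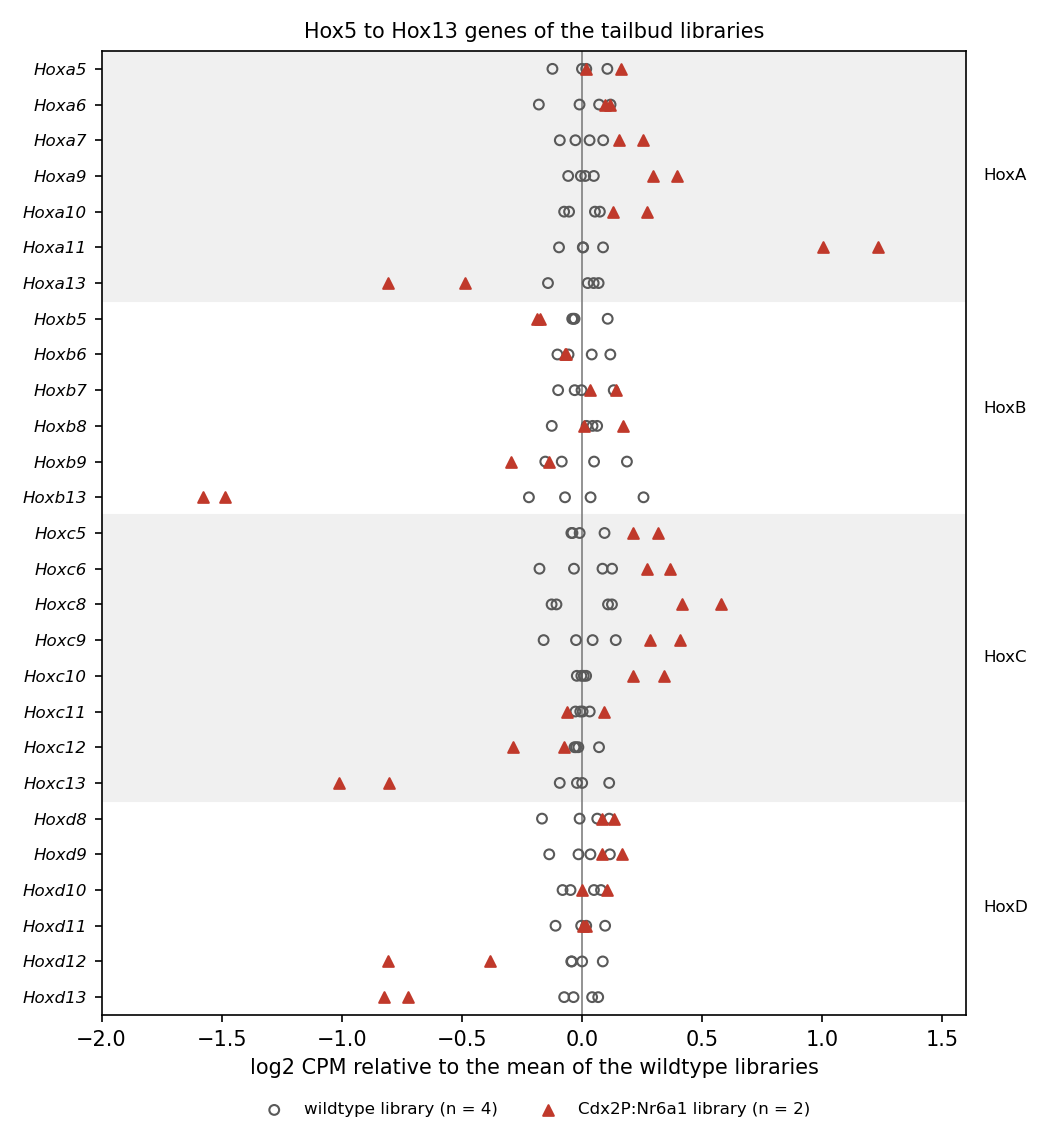
Each point is 1 library: log2 CPM of each Hox5 to Hox13 gene relative to the mean of the wildtype libraries, with wildtype libraries (n = 4) as circles and Cdx2P:Nr6a1 libraries (n = 2) as triangles, grouped by cluster. Both Cdx2P:Nr6a1 libraries lie left of all wildtype libraries for Hoxb5, Hoxa13, Hoxb13, Hoxc12, Hoxc13, Hoxd12 and Hoxd13, and right of them for Hoxa7, Hoxa9, Hoxa10, Hoxa11 and the 5 trunk genes of HoxC.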

Growing evidence however has challenged this dogma^44,50^ supporting the view that the observed altered *Hox* code may indeed drive meristic changes.

### Opposing effects of Nr6a1 and Gdf11 on a trunk regulatory module

The similarity of T-L expansion phenotypes seen in Nr6a1 gain-of-function (Fig. 5A) and Gdf11 loss-of-function^22^ mice prompted us to compare the global molecular changes identified in our E10.5 *Cdx2P:Nr6a1* RNAseq dataset with those of a published E10.5 *Gdf11*^*−/−*^ tailbud dataset^28^. This analysis revealed 151 conserved differentially expressed genes (Fig. 5D; Supplementary Data 2), 90% of which displayed the same direction of regulation in both mutants (Fig. 5F). 

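Each of the 151 genes that Supplementary Data 2 lists as common to both datasets passed the filter. In the Cdx2P:Nr6a1 libraries, 136 of them (90.1%) had the direction listed for Gdf11-/- in the source data of Fig. 5F, and 15 had the opposite direction. With either Cdx2P:Nr6a1 library left out, 132 did. Some of the 151 genes, among them Sox1 and Cyp1b1, then failed the filter, so this drop is not a count of changed directions. The quasi-likelihood test of edgeR called 99 of the 151, and 90 of these 99 (90.9%) had the listed direction. When adjusted over the list alone, 151 were called, but the study chose these genes on the same libraries, so this is not independent evidence. The number called lay between 71 and 87 with a wildtype library left out, and was lowest without wildtype replicate 4. It was 151 without the filter on low counts.

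A comparison that does not start from the common genes uses all genes listed for Gdf11-/-, of which 643 were tested here. They made up 5.05% of the 12733 genes tested and 49.8% of the 203 genes called, that is 101 genes where chance gives 10.3 (Fisher's exact test, odds ratio 21.9, two-sided p = 3.35e-77). The background was the genes tested here, since the genes tested in the Gdf11-/- study were not used here, and genes are not independent of each other. Over all alternatives the odds ratio stayed between 15.7 and 27.4. The list for Gdf11-/- only leaves out, by its definition, genes the authors called in these libraries, so the number of its genes called here is no test. Of its 492 genes tested, 149 (30.3%) had an unadjusted p under 0.05, compared with 8.62% of the 12090 genes in neither Gdf11-/- list, which do include genes the authors called.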

63 of the 136 co-regulated genes were upregulated, including genes enriched in NMPs (*Nkx1-2*, *Epha5, Gpm6a* and *Gldc*)^20^, as well as genes known to promote axial elongation such as *Lin28a*, *Lin28b*^27–29^. On the other hand, 73 of the 136 co-regulated genes were downregulated and included many posterior *Hox* genes, supporting an antagonistic arrangement whereby Nr6a1 promotes and Gdf11 terminates a core trunk gene regulatory network.

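Of the 63 genes higher in both datasets, 43 were called here. Among the genes enriched in NMPs, Epha5 rose from a CPM of 3.99 ± 0.224 (SD, n = 4) in wildtype to 7.78 ± 0.381 (SD, n = 2), a log2 fold change of 0.96 (standard error 0.11, adjusted p = 0.00438 from edgeR's quasi-likelihood test). Gldc rose from 44.8 ± 2.61 to 59.1 ± 3.53 CPM, a log2 fold change of 0.40 (standard error 0.06, adjusted p = 0.0198, edgeR), and its adjusted p was 0.0579 without wildtype replicate 4 and between 6.64e-07 and 0.0579 over all alternatives. Nkx1-2 and Gpm6a were not called, with log2 fold changes of 0.35 (standard error 0.08, adjusted p = 0.0810, edgeR) and 0.63 (standard error 0.15, adjusted p = 0.0826). Lin28a (chromosome 4, 134003330 to 134018841) rose from 176 ± 13.2 to 312 ± 13.9 CPM, a log2 fold change of 0.82 (standard error 0.07, adjusted p = 0.00131, edgeR), and was called under all 13 alternatives. Lin28b rose from 55.1 ± 5.92 to 72.6 ± 4.82 CPM, a log2 fold change of 0.40 (standard error 0.09), and was not called (adjusted p = 0.0836, edgeR). The likelihood ratio test, the exact test, DESeq2 and the fit without a filter called Nkx1-2, Gpm6a and Lin28b, and Nkx1-2 was also called without wildtype replicate 2. For all 6 genes, both Cdx2P:Nr6a1 libraries lay above every wildtype library.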

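Of the 73 genes lower in both datasets, 47 were called here. Hoxa13, Hoxb13, Hoxc13, Hoxd12, Hoxd13, Hottip and Hoxa11os are among the 73, and Hoxa11os is the 1 of them without a call. Hoxa11, Hoxc11, Hoxc12 and Hoxd11 are not among the 151. The genes with opposite directions in the 2 datasets include Aldh1a2 and Cdx1, which the source data list as higher in Gdf11-/- tailbuds and which were lower in Cdx2P:Nr6a1 tailbuds, with log2 fold changes of -1.25 (standard error 0.16, adjusted p = 0.00693 from edgeR's quasi-likelihood test) and -0.60 (adjusted p = 0.0313). Cdx1 was picked after its value was seen.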

To test the in vivo epistatic interaction between Nr6a1 and Gdf11, we set out to assess whether Nr6a1 mediates Gdf11-dependent phenotypes through compound mutant analysis. Conditional deletion of Nr6a1 using the *T-Cre*^*ER*T2^ deleter line was repeated with Tam administration at E8.5, one day later than previous experiments and at a time when deletion was anticipated to have little to no phenotypic consequence that would confound compound mutant analysis. Indeed, no change in TVN was observed in *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^ embryos when Tam was administered at E8.5, on an otherwise wildtype (*Gdf11*^*+/+*^) or *Gdf11*^*+/−*^ background (Supplementary Fig. 3A). However on a *Gdf11*^*−/−*^ background which is known to display an expanded T-L count of 27 vertebrae (T18 L9; Fig. 5B, C and ref. [22]), conditional deletion of Nr6a1 at E8.5 significantly rescued T-L count by 3-4 elements (T16/17 L7), with Nr6a1 dose-dependent effects revealed (Fig. 6A, B). This temporal deletion of Nr6a1 did not rescue aberrant tail vertebrae morphology nor tail truncation known to occur in *Gdf11*^*−/−*^ embryos, consistent with earlier interpretation that Nr6a1 function was not required at this site. This work identifies separable phenotypes, trunk elongation and tail morphology, that each depend on Gdf11 activity but utilise different downstream mechanisms. Collectively, this work establishes Nr6a1 as a master intrinsic regulator of T-L vertebral number and morphology, and reveals that termination of primary body axis formation by Gdf11 is mediated, likely to a large extent, through the clearance of *Nr6a1* expression.

**Fig. 6:**
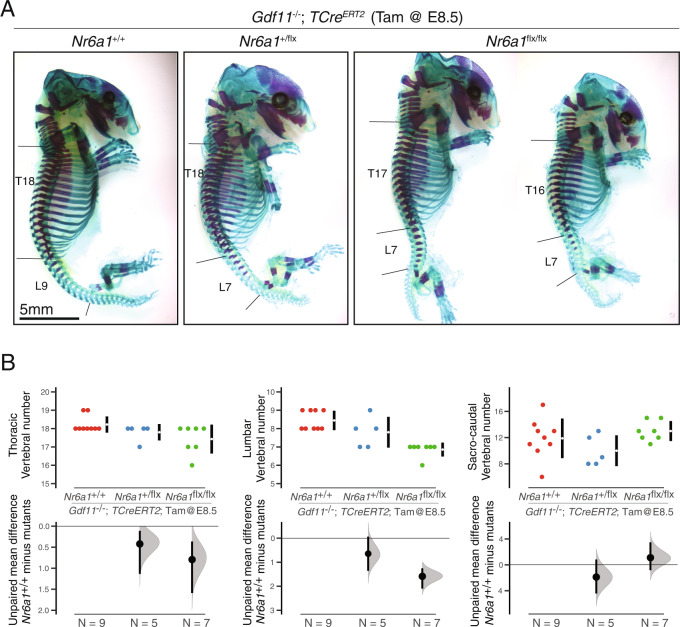
Gdf11 signalling terminates Nr6a1-dependent trunk elongation. **A** Skeletal preparation of E18.5 embryos, lateral view, revealed a dose-dependent rescue of *Gdf11*^*−/−*^ thoraco-lumbar expansion following conditional deletion of *Nr6a1* alleles. The number of biologically independent samples assessed: *Nr6a1*^*+/+*^*;Gdf11*^*−/−*^ *n* = 9; *Nr6a1*^*+/−*^*;Gdf11*^*−/−*^ *n* = 5; *Nr6a1*^*−/−*^*;Gdf11*^*−/−*^ *n* = 7. T = thoracic, L = lumbar. **B** Quantification of thoracic, lumbar and sacro-caudal vertebral number across genotypes. Raw data is presented in the upper plots. Mean differences were calculated relative to *Gdf11*^*−/−*^;*Nr6a1*^*+/+*^ and presented in the lower plots as bootstrap sampling distributions. The mean difference for each genotype is depicted as a black dot and 95% confidence interval is indicated by the ends of the vertical error bar.

### Nr6a1, along with the external factors, regulates *Hox* timing

To more precisely delineate the upstream signals influencing *Nr6a1* expression, and the downstream molecular events requiring Nr6a1 activity, we turned to an in vitro embryonic stem cell (ESC) differentiation approach that models the developmental kinetics of a posterior growth zone by the sequential addition of FGF2 on day (d) 0, WNT pathway agonist CHIR99021 on d2, with or without the addition of Gdf11 on d3 (Supplementary Fig. 8A; based on refs. [20,56]. The loss of epiblast markers (Supplementary Fig. 8B), the induction of NMP identity (Supplementary Fig. 8B, C) and 3’ *Hox* cluster activation (Supplementary Fig. 8D) were all confirmed soon after Wnt activation. Collinear trunk *Hox* activation ensued quickly thereafter, with progression through to a posterior *Hox* code (Supplementary Fig. 8D) and a robust sacro-caudal producing E9.5-NMP molecular signature (Supplementary Fig. 8E) requiring Gdf11.

In wildtype cells, *Nr6a1* was present in epiblast-like d2 cells and its expression was substantially enhanced on d2.5 and d3 following the induction of an NMP-like state (Supplementary Fig. 9A). While *Nr6a1* expression was already decreasing after d3, it was sharply terminated following the addition of exogenous Gdf11 (Supplementary Fig. 9A), consistent with earlier in vivo results. Interestingly, an inverse temporal pattern of expression was observed for *Nr6a1os*, remaining very low until the addition of Gdf11 when levels increased 4-fold (Supplementary Fig. 9A). We find that the promoter of *Nr6a1os* is accessible in epiblast stem cells treated with or without Chiron for 48 h (Supplementary Fig. 9B)^57^, and harbours several consensus binding motifs for Smad2/3 (Supplementary Fig. 9C), ultimate transducers of Gdf11 signalling^24^ and Smad4, the common-mediator Smad, which forms heterotrimeric complex with Smad2/3 to control the target genes^58^. This raises the intriguing possibility that Gdf11 suppression of *Nr6a1* sense transcripts is in fact mediated via a direct activation of *Nr6a1os* and subsequent genomic interactions between sense and antisense loci that establish mutually exclusive expression patterns, as has been observed for other developmental loci^55^.

With wildtype differentiation conditions established, we next generated *Nr6a1*^*−/−*^ ESC clones by CRISPR/Cas9^59,60^, deleting the DNA-binding domain from both alleles (Supplementary Fig. 10). These *Nr6a1*^*−/−*^ ESCs were able to generate NMPs with equal kinetics to wildtype cells (Supplementary Fig. 11A–D), though whether the temporal progression of axial identity within these NMPs was altered, as may be predicted from the in vivo deletion of Nr6a1, remained unclear.

To this end, we performed RNAseq analysis as differentiation proceeded, and first assessed expression of the known Nr6a1 target^43^ and E8.5-NMP marker^20^, *Pou5f1* (*Oct4*). *Pou5f1* expression was slightly increased on d2 before the addition of Wnt, with a peak in enhanced differential expression observed on d3 (Supplementary Fig. 12B). This was accompanied by a statistical enrichment of many E8.5-NMP signature genes on d3, and concomitant reduction in E9.5-NMP signature genes (Supplementary Fig. 12C). This surprising result suggests that the deletion of Nr6a1 does not autonomously cause a speeding up of developmental timing within NMPs, and that additional factor(s) may be required for the earlier observations in vivo.

We next went on to characterise *Hox* expression dynamics within this RNAseq dataset. The robust initiation of a trunk Hox code normally seen 24 h after Wnt activation was reduced in *Nr6a1*^−/−^ cells particularly for genes of the *Hoxa, Hoxc* and *Hoxd* clusters, with the expression of *Hoxc6*, *Hoxa7*, *Hoxc8*, *Hoxa9*, *Hoxc9* and *Hoxd9* all diminished relative to WT on d3 (Fig. 7A). This relative reduction was exacerbated even further when cells were cultured in Fgf/Wnt alone for a further 24 h. Genes of the *Hoxb* cluster showed mixed responses in *Nr6a1*^−/−^ cells, however collectively, these observed expression signatures support the view that Nr6a1 does not serve a major role in the initiation of trunk Hox gene expression but is required to achieve their full expression potential.

**Fig. 7:**
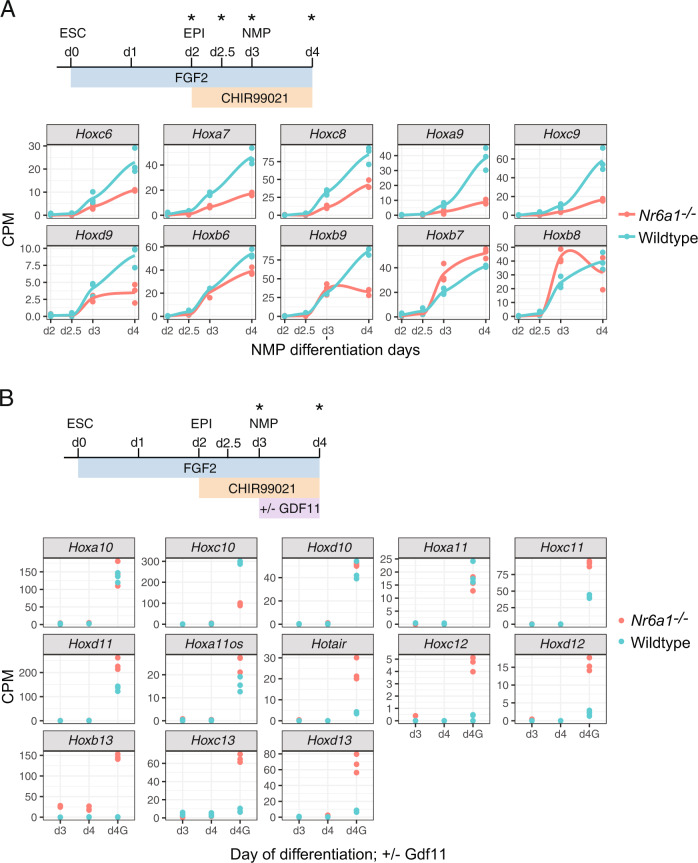
*Nr6a1* and Gdf11 signalling cooperate in the control of *Hox* cluster transitions. **A**, **B** Differential *Hox* expression kinetics observed during in vitro differentiation of *Nr6a1* and wildtype ESCs. Source data are provided as a Source Data file. **A** RNAseq analysis of trunk *Hox* gene expression (*Hox6*-*9*) in *Nr6a1*^*−/−*^ (red) and wildtype (blue) cells. In vitro differentiation protocol schematised, analysis timepoints marked with asterisk and data represented as counts per million (CPM). Only those genes showing a false discovery rate (FDR) < 0.05 are visualised. **B** RNAseq analysis of posterior *Hox* gene expression (*Hox10*-*13*) in *Nr6a1*^*−/−*^ (red) and wildtype (blue) cells. In vitro differentiation protocol schematised, analysis timepoints marked with asterisk and data represented as counts per million (CPM). Only those genes showing a false discovery rate (FDR) < 0.05 are visualised. G = addition of Gdf11.

Under these standard Fgf/Wnt culture conditions, the activation of posterior *Hox10*-*13* genes was almost universally absent in cells of both genotypes (Fig. 7B). For wildtype cells this is expected, since Gdf11 is required in these cultures for robust activation (Supplementary Fig. 8D)^61,62^. For *Nr6a1*^−/−^ cells, however, these results allowed us to build a molecular hierarchy which was not able to be deciphered from in vivo experiments: the loss of Nr6a1 in general is not sufficient on its own to activate posterior *Hox* expression and requires positive input from additional signal(s). Once Gdf11 was exogenously applied to these cultures, *Nr6a1*^−/−^ cells activated posterior *Hox* expression with far greater amplitude than wildtype cells, with this heightened response to Gdf11 more evident the further 5’ within a cluster the gene was located (Fig. 7B and Supplementary Fig. 12D).

One striking exception to this identified hierarchy was *Hoxb13*. 24 h after the activation of Wnt, and without any exogenous Gdf11, *Hoxb13* expression was induced 25-fold relative to wildtype cells where a complete absence of expression was expected and observed (Fig. 7B). Expression persisted at this level without further signal input, and upon addition of Gdf11, *Hoxb13* showed the largest differential increase in expression relative to wildtype of any posterior *Hox* gene (150-fold). The mechanism behind this unique regulation of *Hoxb13* versus other posterior *Hox* genes remains to be defined, though is consistent with the heightened regulation of *Hoxb13* in Nr6a1 in vivo gain-of-function experiments. With this exception noted, our in vitro results globally reinforce the dominant role of Gdf11 in activating posterior *Hox* expression, and additionally builds in an essential function for Nr6a1 in suppressing the untimely/precocious activation of posterior *Hox* expression and in defining their precise levels once expression has been activated.

### *Nr6a1* biases cell lineage choice in vitro and in vivo

The allocation of NMP descendants towards neural or mesodermal lineages is guided by both extrinsic^63–65^ and intrinsic factors^66,67^, with a disproportionate allocation to one lineage often resulting in termination of elongation^68,69^. Progenitor cells within the *Gdf11*^−/−^ tailbud are biased toward a neural fate and an enlarged neural tube forms within caudal regions of these truncated mutant embryos^28^. In other developmental contexts, Nr6a1 activity has been linked to neural specification and differentiation in vitro^70,71^ and in vivo during mouse^42^ and *Xenopus*^72,73^ development, raising the possibility that Nr6a1 may promote neural cell fate within bipotent NMPs.

To address this, we first analysed our various RNAseq datasets for differential expression (FDR < 0.05) of genes previously found to delineate mesodermal progenitors (MP) or neural progenitors (NP) of the E8.5 tailbud^20^. Interrogation of in vitro differentiation samples 24 h after Wnt activation revealed heightened expression of MP genes and reduced expression of NP genes within *Nr6a1*^−/−^ cells compared to wildtype (Fig. 7A; Note: *Aldh1a2* in this context is a marker of MPs^20^). Conversely, interrogation of in vivo *Cdx2P:Nr6a1* tail buds revealed the opposite, NP genes were found to be upregulated while MP genes were downregulated when Nr6a1 was ectopically maintained (Fig. 7B). 

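The 9 NP genes of Fig. 8A were all higher in Cdx2P:Nr6a1 tailbuds, with a median log2 fold change of 0.43, and 5 of them were called by edgeR's quasi-likelihood test (Id2, Sox1, Hoxa9, Igf2 and Sema3a). The 7 MP genes of Fig. 8A were all lower, with a median of -0.35, and 4 were called (Aldh1a2, Cited1, Fgf3 and Ifitm1). When adjusted over the list alone, 9 and 7 were called, which is not independent evidence because the figure shows genes chosen on these libraries. With a wildtype library left out, 4 to 5 NP genes and 3 to 4 MP genes were called, since Igf2 lost its call without replicate 4 (adjusted p = 0.0536, edgeR), Sema3a without replicate 2 or 4 (0.0654 and 0.0544) and Fgf3 without replicate 2, 3 or 4 (0.0544 to 0.0590). Over all alternatives, the lowest adjusted p was 6.27e-06 for Igf2, 2.25e-07 for Sema3a and 1.65e-06 for Fgf3 (edgeR and DESeq2). Without replicate 4, Igfbp5 was called (adjusted p = 0.0240, edgeR), against 0.173 with all libraries, and its adjusted p lay between 5.6e-28 and 0.538 over all alternatives. The 5.6e-28 came from edgeR without a filter on low counts, at the same log2 fold change of 0.68, where DESeq2 gave an adjusted p of 0.438. The fit without a filter on low counts called 9 and 7. Id2 rose by 0.67 (standard error 0.08, adjusted p = 0.00471, edgeR) on the log2 scale. Without the 3 Hox genes, the median of the remaining 6 NP genes was 0.62.

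The genes of Fig. 8B were chosen by the study in cells differentiated in vitro, and so are a separate test of the tailbuds, although 6 of the 11 NP genes and 3 of the 16 MP genes are also in Fig. 8A. Of the NP genes, 10 passed the filter, all but Irx3. Their median log2 fold change was 0.33, with 9 higher and 1 lower, and 4 were called by edgeR's quasi-likelihood test, or 8 when adjusted over the list alone. The median of the 16 MP genes was -0.11, with 7 higher and 9 lower, and 2 were called, Aldh1a2 and Ifitm1, or 5 when adjusted over the list alone. The rotation test fry of limma gave a p of 0.00121 for the NP genes and 0.0154 for the MP genes, and camera, with its preset correlation, gave 1.99e-18 and 4.05e-05. Fig. 8A shows only lineage genes that passed the study's FDR in these libraries. The genes of Fig. 8B outside it are by that choice genes without a call, and on their own give no test. Their median log2 fold change was 0.14 for the 4 NP genes tested (3 higher, 1 lower). It was 0.003 for the 13 MP genes (7 higher, 6 lower), so the MP median was below 0 only with the 3 genes shared with Fig. 8A.

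**Figure D2:**
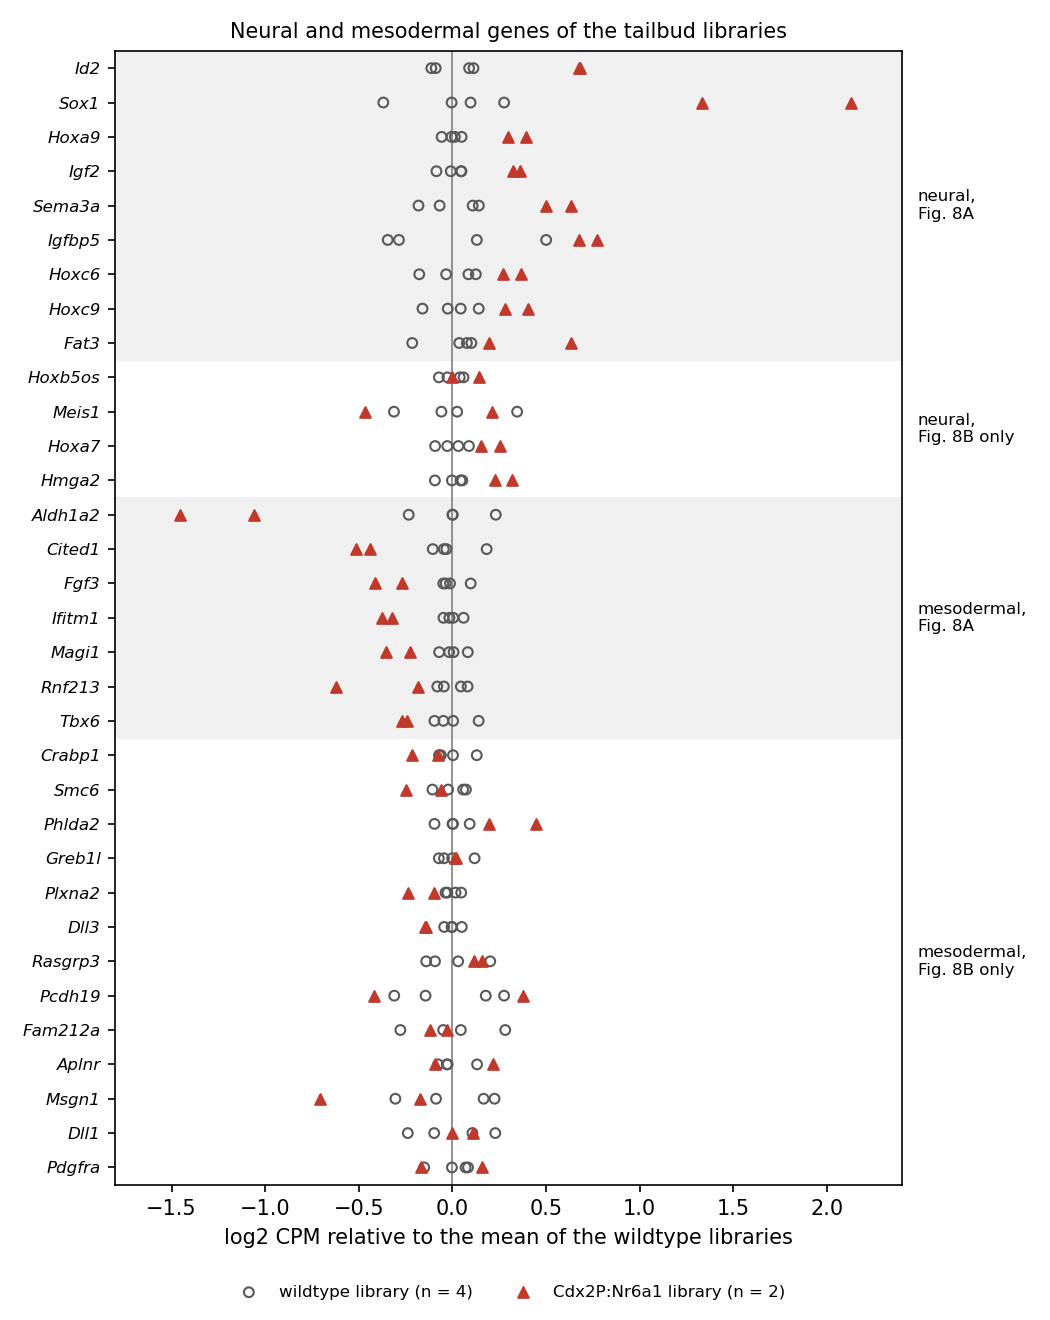
Each point is 1 library: log2 CPM of the neural and mesodermal genes of Fig. 8A, and of those in Fig. 8B only, relative to the mean of the wildtype libraries, with wildtype libraries (n = 4) as circles and Cdx2P:Nr6a1 libraries (n = 2) as triangles. For each gene of Fig. 8A both triangles lie beyond all circles on the same side. Of the mesodermal genes found only in Fig. 8B, this holds for Crabp1, Plxna2 and Dll3, which are lower, and Phlda2, which is higher.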

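Sox1 (chromosome 8, 12395295 to 12400126) had a CPM of 1.18 ± 0.213 (SD, n = 4) in wildtype and 4.03 ± 1.54 (SD, n = 2) in Cdx2P:Nr6a1 tailbuds, a log2 fold change of 1.77 (standard error 0.25, adjusted p = 0.0116 from edgeR's quasi-likelihood test). In wildtype it lay below the CPM of 2 set for the filter in each library. Cited1, which is also known as Msg1 (chromosome X, 102247381 to 102252181), fell from 166 ± 15.0 to 119 ± 4.56 CPM, a log2 fold change of -0.48 (standard error 0.08, adjusted p = 0.0208, edgeR). Both calls held under all 13 alternatives with a test. Tbx6 (chromosome 7, 126781483 to 126785560) fell from 251 ± 18.0 to 209 ± 2.74 CPM, a log2 fold change of -0.26 (standard error 0.06), and was not called (adjusted p = 0.107, edgeR). Its adjusted p lay between 0.00148 and 0.191 over the 13 alternatives, and the likelihood ratio test, the exact test, DESeq2 and the fit without a filter called it. For all 3 genes, both Cdx2P:Nr6a1 libraries lay beyond the 4 wildtype libraries.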

While some of these lineage markers assessed are not uniquely restricted to these lineages, particularly at differentiation stages, the inclusion of key lineage markers within tailbud progenitor stages, such as *Sox1* (NP) and *Tbx6* or *Msg1* (MP), supported further investigation of a potential bias in lineage choice in vivo.

To this end, we performed Flow cytometry analysis of E9.0 wildtype and *TCre*^*ERT2*^*;Nr6a1*^*flx/flx*^ tailbuds, to quantify any shift in the numbers of T/Bra^+^; Sox2^+^ (NMPs), T/Bra^neg^; Sox2^+^ (NP) and T/Bra^+^; Sox2^neg^ (MPs). The time point is important, since it is when cells that will go on to form the thoraco-lumbar region - the axial region that is strongly dependent on Nr6a1 function - are transiting through the PSM. While we observed no difference in the number of NMPs between WT and *TCre*^*ERT2*^*;Nr6a1*^*flx/flx*^ tailbuds we saw a significant decrease in NPs and increase in MPs following loss of Nr6a1 (Fig. 8C; WT *n* = 4 and CKO *n* = 9 individual tailbuds across two litters), consistent with the molecular biases observed (Fig. 8A, B). Together, these results identify *Nr6a1* as an intrinsic factor that has a minor role in regulating the balance between neural and mesodermal fates within NMPs during axial elongation.

**Fig. 8:**
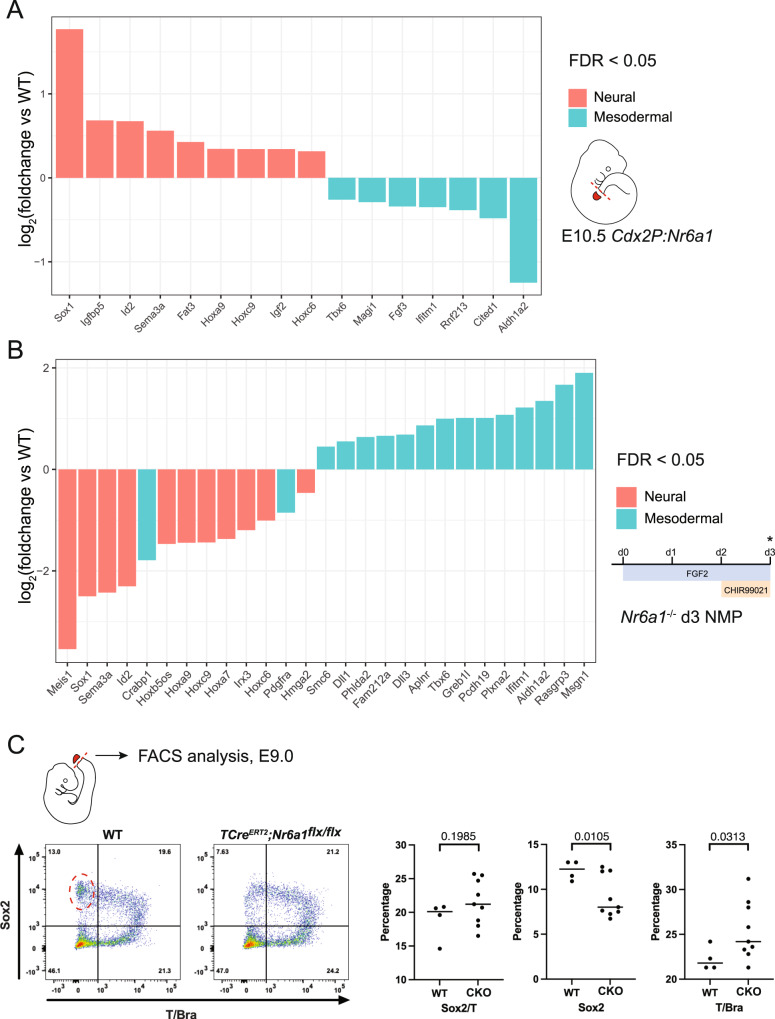
Nr6a1 activity regulates neural vs mesodermal fate choice in vitro and in vivo. **A** Heightened neural (red) and reduced mesodermal (blue) gene expression signatures were observed following prolonged maintenance of Nr6a1 within the mouse tailbud. RNAseq analysis was presented as a log2-transformed fold change in *Cdx2P:Nr6a1* samples relative to wildtype, *n* = 2 for *Cdx2P:Nr6a1* and *n* = 4 for wildtype. Neural and mesodermal gene lists were selected based on in vivo single-cell RNAseq analysis^20^, and only genes with a false discovery rate (FDR) < 0.05 are displayed. Source data are provided as a Source Data file. **B** Heightened mesodermal (blue) and reduced neural (red) gene expression signatures were observed in *Nr6a1*^*−/−*^ in vitro-derived NMPs compared to wildtype. In vitro differentiation protocol schematised, analysis time-point (d3) marked with asterisk. RNAseq analysis is presented as a log2-transformed fold change in *Nr6a1*^*−/−*^ samples relative to wildtype, *n* = 3/genotype. Neural and mesodermal gene lists as per above, and only genes with a false discovery rate (FDR) < 0.05 are displayed. Source data are provided as a Source Data file. **C** Flow cytometry analysis of Sox2 and T/Bra protein expression within cells of the E9.0 tailbud, collected from WT (*n* = 4 biologically independent samples) and *TCre*^*ER*T2^;*Nr6a1*^*f*lx/flx^ (*n* = 9 biologically independent samples) embryos. Single Sox2-positive, single T/Bra-positive, or dual positive cells are presented as a percentage of all single, viable cells. Statistical comparison between genotypes was performed using an unpaired t-test with Welch’s correction, *p*-values are provided in the figure.

## Discussion

The initial stages of vertebral column formation require many cellular decisions and tissue-level processes that, despite their required coordination, are often considered separately in terms of genetic regulation. Here, we have identified a single factor that coordinately controls vertebral number and identity, somite segmentation and NMP cell lineage choice in the mouse (summarised in Fig. 9). The axially-restricted manner in which Nr6a1 functions reinforces the existence of distinct developmental programs controlling trunk vs. tail formation, emphasising that this is not a developmental continuum that is delineated by a switch in patterning program and progenitor location alone. Rather, this switch involves additional changes in the genetic regulation of segmentation and regional control of vertebral number, all processes unified in their requirement for precise levels of Nr6a1 activity.

**Fig. 9:**
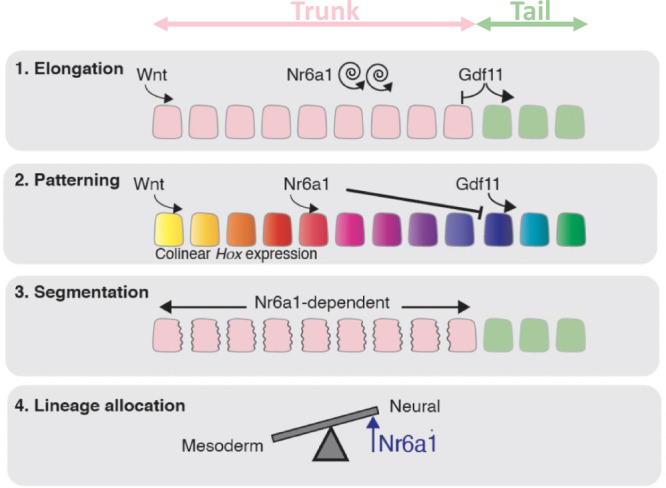
Schematic summary highlighting the multiple roles of Nr6a1 within the tailbud. Blocks represent somites, pink = trunk-forming somites and green = tail-forming somites.

Complete loss of Nr6a1 in the mouse was found to slow the overall pace of development soon after the initiation of somitogenesis and, morphologically, these null embryos failed to progress through the period of embryonic turning (E8.75)^30^. Nonetheless, up until approximately E9.5 when *Nr6a1*^*−/−*^ embryos died, the very anterior and posterior embryonic ends continued to expand and differentiate while the trunk region stalled, consistent with our collective analyses establishing Nr6a1 as a selective regulator of trunk development. *Nr6a1* transcripts have been detected ubiquitously in the mouse embryo at E6.5^30,43^, however, the first 7-13 somites still form in the complete absence of Nr6a1 activity^30^, broadly correlating with the future cervico-thoracic boundary. Here, *Nr6a1* expression levels rise sharply in cells of the posterior embryo central to axial elongation^41^, a site high in Wnt activity^74^ which we show in vitro has the ability to rapidly enhance *Nr6a1* transcript levels. As the T-L region is being laid down, Nr6a1 levels remain high, and a correlation between caudal *Nr6a1* expression level and total T-L vertebral number was observed across our *miR-196-TKO;Gdf11*^*−/−*^deletion series. Indeed, *Nr6a1* levels were shown to be quantitatively instructive based on the dose-dependent phenotypes observed in both Nr6a1 gain- and loss-of-function scenarios. As development proceeds and the primary body elongation program comes to its eventual completion, we show an essential requirement for the clearance of *Nr6a1* expression within the tailbud. This clearance was achieved by multiple mechanisms, including the rising levels of Gdf11 signalling as well as microRNA repression by the posteriorly-expressed miR-196 paralogs.

The 3’UTR of *Nr6a1* in fact houses binding sites for several microRNAs, including another Hox-embedded miRNA family, *miR-10*, as well as the developmental timing microRNA family, *let-7* (Supplementary Fig. 1C). *miR-10* paralogs are genomically positioned between *Hox4*/*5* paralogs and thus are expressed from early stages of axial elongation^75,76^. This raises the intriguing possibility that miR-10 may act to buffer the functional domain of Nr6a1 activity at more anterior locations, while miR-196 reinforces its posterior boundary, collectively delimiting Nr6a1 output to the T-L region in synchrony with the temporal progression of Hox cluster activation. Finally, within the tail-forming region, the rising levels of Gdf11, and decreasing levels of Nr6a1 activates expression of progressively more posterior *Hox* genes, including the Hox13 paralogs which shift the Lin28-*let-7* axis in favour of *let-7* expression^28^, a potent repressor of Nr6a1 at least in vitro^39^ thus reinforcing termination of expression. Collectively, this work has revealed a highly integrated series of regulatory mechanisms defining axially-restricted expression of *Nr6a1*, and ultimately, defining vertebral number within the trunk region of the mouse.

The consequences of sustaining Nr6a1 activity in vivo for longer than normal bared resemblance to those observed following sustained activity of the Pou-domain transcription factor Oct4/Pou5f1, both in terms of expanded trunk vertebral number and in the delayed activation of posterior *Hox* expression^26^. This parallel is counterintuitive since Nr6a1 is a well-characterised direct repressor of *Oct4* in ESCs^71,77–79^ and, consistent with this view, *Oct4* expression is enhanced in the posterior growth zone of Nr6a1 null embryo at E8.5^43^ and in our equivalent-stage *Nr6a1*^−/−^ ESC-derived NMPs (Day2.5 and Day3 NMPs; Supplementary Fig. 12B). Why then does in vivo deletion of Nr6a1 reduce trunk vertebral number if *Oct4* expression is heightened? We suggest the explanation for this result lies in the timing of gene regulatory mechanisms. While loss of Nr6a1 upregulates *Oct4* within trunk-forming progenitors (E8.5 in vivo, Day2.5/3 in vitro), it is known that ectopic Oct4 activity has little to no phenotypic consequence within its normal (cervical-thoracic) domain of activity^26^. It is only at later stages, when endogenous *Oct4* is normally extinguished, that persistent/exogenous Oct4 acts to drive trunk elongation^26^. Extending our in vivo analysis to these later stages showed that *Oct4* transcripts were undetectable in both wildtype and *TCreER*^T2^;*Nr6a1*^*flx/flx*^ tailbuds at E9.5 by qPCR. Similarly, in vitro*, Oct4* expression dropped to negligible levels in both wildtype and *Nr6a1*^−/−^ cells on d4 of differentiation (Supplementary Fig. 12D), indicating that the upregulation of *Oct4* following loss of Nr6a1 is transient. *Gdf11* and its signalling pathway components became robustly expressed with or without Nr6a1 (In vitro: d4 and d4G, Supplementary Fig. 12D; In vivo: *TCre*^*ER*T2^;*Nr6a1*^*flx/flx*^, Fig. 3B), and thus would be expected to clear ectopic *Oct4* expression even in Nr6a1 loss-of-function settings, while at the same time as amplifying precocious posterior *Hox* gene expression, collectively reinforcing the premature termination of trunk formation.

In parallel with, or likely integrated with, its role in controlling axial elongation and vertebral number, this work has identified Nr6a1 as a critical intrinsic regulator of *Hox* cluster temporal progression and body patterning. Both loss- and gain-of function functional analyses supported this conclusion, with the respective precocious or delayed posterior *Hox* activation being the primary phenotypic driver in our view. For example, in *Cdx2P:Nr6a1* gain-of-function tailbuds (Fig. 5C), we do not believe the minor increase in trunk *Hox* expression seen in is the cause of the expanded thoraco-lumbar region, but rather, it is the delay in overall trunk-to-tail *Hox* code transition. Simply maintaining a trunk *Hox* code, in the absence of posterior Hox activation, would suffice. Moreover, it is possible that the minor increase in trunk *Hox* expression may be a secondary effect. In WT tailbuds, the timely activation of a posterior *Hox* code may feedback and reduce trunk *Hox* expression levels, a scenario that is not occurring at the same time in *Cdx2P:Nr6a1* tailbuds.

At a mechanistic level, Nr6a1-dependent regulation of *Hox* cluster expression could be indirect via secondary signal(s), particularly as all 4 clusters are concurrently affected. However, our reanalysis of chromatin immunoprecipitation studies characterising mouse mesenchymal stem cells in vitro^39^ has identified putative Nr6a1 binding sites within each of the four *Hox* clusters, raising the possibility of a more direct mode of regulation. To date, Nr6a1 has been characterised as a transcriptional repressor^80,81^ which, in the context of the *Oct4* promoter in ESCs, recruits the methyl transferases such as Dnmt3a, Mdb2 and Mdb3 to silence expression^78,79^. Additionally, Nr6a1 has been shown in vitro to interact with the histone deacetylase complex component Nuclear receptor corepressor 1 (Ncor1)^80^ and Ubiquitin interacting motif containing 1 (UIMC1)^82^ in the repression of downstream target genes. Regarding the latter, the particular SNP identified within Nr6a1 as associated with additional trunk vertebrae in pigs was shown to enhance binding between Nr6a1 and Ncor1/UIMC1^35^, supporting the potential for a direct mode of Nr6a1 regulation in vivo. While mechanism remains to be elucidated, the global effect of Nr6a1 in regulating the temporal activation of expression from all *Hox* clusters supports an ancient role for this nuclear receptor, at least back to the common ancestor of vertebrates when a single *Hox* cluster existed.

An unexpected aspect of Nr6a1 function revealed in these studies was its axially-restricted role in segmentation. Thoraco-lumbar segmentation required the presence of Nr6a1, though was resistant to exaggerated Nr6a1 levels. Conversely, the active clearance of Nr6a1 function was essential in allowing normal post-sacral segmentation. This switch in the requirement for Nr6a1 activity in either scenario was incredibly sharp, visualised both in terms of somite and vertebrae morphology, supporting a very rapid transition in the genetic networks driving this developmental process.

Axially-restricted contribution to pre-sacral or post-sacral segmentation has been observed in a small number of studies, highlighting potential downstream effectors of Nr6a1 in this context. For example, some *Hox* genes have been shown to cycle in the PSM^83^ and, while altered *Hox* expression or Hox function has not generally not been linked to defects in segmentation, the in vivo ectopic expression of a linker region-deficient Hoxb6 protein was shown to cause severe defects in segmentation posterior to the hindlimb only^84^. In the case of Nr6a1 deficiency, Hox protein function is not expected to be altered, though it remains possible that aberrant levels of Hox activity may impact segmentation. A second, and more likely, mediator is Lunatic Fringe (Lfng), a core component/inhibitor of the Notch signalling pathway. Throughout segmentation, *Lfng* is expressed both in an oscillatory pattern in the posterior PSM and stably at the anterior PSM border^85,86^, controlled by independent enhancers^87,88^. The specific abolition of oscillatory *Lfng* expression via enhancer deletion resulted in highly malformed vertebrae of reduced number specifically within the presacral region, with the tail extending largely unaffected^89–91^. This regional phenotype was very similar to what was observed in *TCre:Nr6a1*^*−/−*^ mutant embryos (Fig. 2F), and moreover, cyclic expression of *Lfng* has been found to be greatly reduced in *Nr6a1*^−/−^ embryos while the stable band of *Lfng* in anterior PSM was unaffected^30^. Collectively, this supports the oscillatory expression of *Lfng*, downstream of Nr6a1, as essential for presacral somite segmentation.

While we have focused on the paraxial mesoderm and its major derivative, it is clear that the entire trunk region expands or contracts following manipulation of Nr6a1 level, suggesting that cell-autonomous Nr6a1 actions are likely to extend across multiple tissue/germ layers in addition to more global mechanisms of tissue-level coordination. For the lateral plate mesoderm, a change in hindlimb positioning that mirrors the anterior or posterior displacement of sacral vertebrae has been observed in Gdf11 signalling gain- and loss-of-function mouse mutants^22,25^ and also here in *Cdx2P:Nr6a1* gain-of-function embryos. In *TCre:Nr6a1*^*−/−*^ embryos however, the positioning of rudimentary pelvic bones maintained an almost “wildtype” distance from the last formed rib-bearing thoracic element, despite all intervening elements being transformed from lumbar to sacral identity. This suggests a likely dissociation in Nr6a1’s regulation of *Hox* signatures between tissue layers, and in the downstream events they instruct^92^. From an evolutionary perspective, our work provided experimental support for changes in Nr6a1 activity underlying the modest, albeit economically-beneficial, changes in axial formulae observed in domesticated pigs and sheep. Whether analogous changes are widespread across the vertebrates and whether more dramatic changes in *Nr6a1* expression or function may have supported the evolution of extreme phenotypes such as the elongated vertebral column in snakes remain important areas for future investigation.

## Methods

### Experimental models and subject details

#### Animal models and ethical approval

All animal procedures in Monash University were performed in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes (2013). These experiments were approved by the Monash Animal Ethics Committee under project number 21616. Animal experiments performed at the Stowers Institute for Medical Research were conducted in accordance with an Institutional Animal Care and Use Committee approved protocol (IACUC #2019-097).

### Mice

*Gdf11*^−/− 22^, *Nr6a1*^*−/−* 30^, *Nr6a1*^*flx/flx* 46^, *CMVCre*^47^ and *TCre*^*ER*T2^^48^ mouse lines have been previously described, and were maintained on a C56BL/6 background. *TCreER*^T2^ and *Nr6a1*^*flx/flx*^ lines were intercrossed to generate *TCre*^*ERT2*^;*Nr6a1*^+/flx^ males, which were subsequently bred with *Nr6a1*^*+/f*lx^ or *Nr6a1*^*flx/f*lx^ dams for time-mate collection of embryos. A similar breeding strategy was employed to incorporate the *Gdf11*^+/−^ allele onto this *TCre* ^*ERT2*^;*Nr6a1*^+/flx^ compound line. Conditional deletion of *Nr6a1* was performed by intraperitoneal administration of Tam (60 mg/kg) into the pregnant dam at the specified embryonic stages. *Cdx2P:Nr6a1* transgenic embryos were generated by pronuclear injection by the Monash Gene Modification Platform. The full coding sequence of *Nr6a1* long isoform was synthesised with Not1 restriction enzyme site addition at the 5’ and 3’ ends by Biomatik, USA, sequence verified, digested, and cloned downstream of the Cdx2P promotor^53^. Two adult transgene-positive chimeras were recovered from multiple rounds of injection, however, a stable line could not be produced as one founder was infertile and one did not transmit the transgene. Thus, transient transgenic embryos were collected at E10.5 for tailbud RNA extraction and/or in situ hybridisation, and at E18.5 for skeleton preparation. Transgene copy number for each embryo was confirmed by droplet digital PCR.

### Genotyping

For routine genotyping, tail tissue was collected from postnatal pups and yolk sac collected from embryonic samples. Genotyping was performed by Transnetyx or in-house. For detection of *Nr6a1* conditional deletion via *TCreER*^T2^ and Tam administration at E7.5 or E8.5, digits of the left hindlimb were collected based on known pattern of expression of the T promoter^48,93^. To isolate the DNA, digit tissue was treated with Proteinase K (20 µg/ml) in 500 µL of Tris-HCl buffer (Composition: 100 mM Tris-HCl (pH8.0); 5 mM EDTA; 200 mM NaCl; 0.2% SDS) overnight at 56°C. The DNA was precipitated by adding equal volume of isopropanol and pelleted at 13,000 rpm. Next, the pellet was washed twice with 70% ethanol and eluted in nuclease-free water. At this point, genotyping was performed by standard PCR method using primers described in^46^.

### ESCs maintenance

A mouse Bruce-4 ESC line was used for all in vitro differentiation assays. ESCs were routinely maintained on an in-house generated mitotically inactive primary mouse embryo fibroblast feeder layer in ES medium (81.8% Knockout DMEM (Gibco, 10829-018); 15% gamma irradiated foetal bovine serum (Gibco, 10101-145); 1% Pen/Strep (Gibco, 15140-122); 1% GlutaMAX-I (Gibco, 35050-061); 1% MEM NEAA (Gibco, 11140-040), 0.2% 2-Mercaptoethanol (Gibco, 21985-023)) supplemented with LIF (1000x, made in-house).

### Generation of *Nr6a1*^−/−^ ESC line

*Nr6a1* null allele generation was performed by the self-cloning CRISPR/Cas9 (scCRISPR) method^59,60^. Two protospacers in *Nr6a1* exon4 were determined using the tool, CRISPOR (http://crispor.tefor.net/)^94^. The sgRNA oligonucleotides order for scCRISPR contains the protospacer (19-21 bp), flanked by sgPal7 (Addgene, 71484) homology (U6 promoter and sgRNA) sequence, total 60 bp. Three consecutive PCR steps were performed using three pairs of standard primer sets (sgRNA_HDRstep1-3) for preparing homology directed repair (HDR). ESCs used for electroporation were cultured and maintained as previously described without antibiotics. Once the ESCs were ready, they were pelleted and suspended in buffer R (ThermoFisher, MPK1025) at a density of 1*10^7^ cells/ml. 100 µl of the ESCs were then mixed with the scCRISPR construct (Composition: 10 µl elute of HDR PCR product; 1 µl sgPal7 (Addgene, 71484); 1 µl spCas9-BlastR (Addgene, 71489). ESCs were electroporated at pulse voltage 1,400 and width (ms) 3 for three cycles, and then plated on a 10 mm feeder-covered plate. 96 single colonies were selected and expanded independently in a 96-well plate. Multiple independent knockout lines were produced by this method and clones selected based on normal morphology. Clone B1 used in these studies harboured independent genomic deletions within exon 4 of each *Nr6a1* allele, one deleting 125 bp (Δ125) and the second 219 bp (Δ219) (Supplementary Fig. 8). Compared to the wildtype Nr6a1-long isoform protein product of 495 amino acids, Δ125 generates a truncated protein of 126 amino acids with no DNA binding and ligand-binding domain, while the in-frame deletion Δ219 allele encoded a protein of 422 amino acids with no DNA-binding domain, both supportive of a functional null^45^.

### Gene cloning

*Nr6a1* isoform sequences were confirmed using gene amplification from E10.5 embryonic tissue. RNA was extracted (Macherey-Nagel) and cDNA prepared (Roche, 04897030001) using both random hexamers and oligodT primers. Sequence-specific primers were designed based on the version mm10 genome (UCSC) as detailed in Key resources table. Amplified sequences were cloned into pGEM-T easy vector (Promega) and used as the template for synthesising RNA riboprobes.

### Whole-mount in situ hybridisation

Whole-mount in situ hybridisation was performed as previously described^95^ with minor modifications. Mouse embryos were dissected and placed in iced-cold PBS (Gibco, 14190-144). For embryos E9.5 or older, the brain’s 4^th^ ventricle was pierced to prevent probe trapping. Embryos were fixed in 4% paraformaldehyde (PFA) at 4°C, rocking overnight. Fixed embryos were washed twice in PBT (Composition: 137 mM NaCl; 2.7 mM KCl; 10 mM Na_2_HPO_4_; 2 mM KH_2_PO_4_ in DEPC-H_2_O (pH7.4); 0.1% Tween) for 5 min and dehydrated into methanol using a graded MeOH/PBT series (25%, 50%, 75%, 100% MeOH) for 5-20 mins each with gentle rocking at room temperature (RT). To start in situ hybridisation, embryos were rehydrated into PBT using a graded MeOH/PBT series (75%, 50%, 25% MeOH) for 5-20 mins each and washed in PBT twice for 5 min with gentle rocking at RT. The embryos were then treated with 10 µg/ml of proteinase K in PBT as follows: E8.5 for 3.5 min, E9.5 for 8 min, E10.5 for 15 min and E12.5 for 25 min at RT with gentle rocking. The reaction was quenched by washing embryos twice in PBT for 5 min and the following postfix in 4% PFA with 0.2% glutaraldehyde for 20 min at RT. Embryos were then washed twice in PBT for 5 min at RT and transferred to hybridisation solution (Composition: 50% formamide; 5x SSC (pH4.5), 1% SDS; 50 µg/ml heparin; 50 µg/ml yeast tRNA (Sigma, R6750)) at 70°C with constant rocking for at least 2 hr before 1 µg/ml DIG-labelled riboprobe was added and incubated overnight. On the second day, the embryos were washed 3 times at 70°C in pre-warmed solution I (Composition: 50% formamide; 5x SSC (pH4.5); 1% SDS) for 30 min, followed by 3 washes at 65°C in pre-warmed solution II (Composition: 50% formamide; 2x SSC (pH4.5); 0.1% Tween-20) with gentle rocking. The embryos were then washed 3 times in TBST (Composition: 137 mM NaCl; 2.7 mM KCl; 25 mM Tris-HCl (pH7.5); 0.1% Tween-20) for 5 min at RT and blocked in TBST containing 10% heat-inactivated sheep serum (HISS) for 2 hrs at RT with gentle rocking. The embryos were then transferred to TBST containing 10% HISS and anti-DIG-AP antibody (Roche, 11093274910) at a dilution of 1:2000 overnight at 4°C with constant rocking. On the third day, the embryos were washed at least 5 times in TBST for 1 hr each wash at RT with gentle rocking and then overnight in TBST at 4°C. On the fourth day, embryos were equilibrated into NTT (Composition: 100 mM NaCl, 100 mM Tris-HCl (pH9.5); 0.1% Tween-20) by washing 3 times for 10 min each at RT with gentle rocking. To develop the colour, the embryos were incubated in BM purple (Roche, 11442074001) at RT. To stop the colour reaction, embryos were washed 3 times in PBT for 5 min, and postfixed in 4% PFA for 20 min at RT. The embryos were then washed 3 times in PBT for 5 min and stored in PBT at 4°C until photographing.

### Microarray

E9.0-E9.5 wildtype and *Nr6a1*^*−/−−*^ embryos were isolated and yolk sac DNA genotyped in parallel. Total RNA was extracted from each whole embryo using TRIzol reagent and processed through an RNeasy column (QIAGEN) using the RNA clean-up protocol. Concentration and quality of RNA were determined by spectrophotometer and Agilent bioanalyzer analysis (Agilent Technologies, Inc., Palo Alto, CA). For array analysis, labelled mRNA targets were prepared from 150 ng total RNA using MessageAmp III RNA Amplification Kit (Applied Biosystems / Ambion, Austin, TX) according to manufacturer specifications. Array analysis was performed using Affymetrix GeneChip GeneChip Mouse Genome 430 2.0 Arrays processed with the GeneChip Fluidics Station 450 and scanned with a GeneChip Scanner 3000 7G using standard protocols.

### Tailbud dissection for gene expression analysis

For E9.5 tailbud collection, all tissue at and caudal to the posterior neuropore was collected. For E10.5 tailbud collection, all tissue caudal to the last somite was collected. Dissected tissue was immediately placed into lysis buffer (Macherey-Nagel) on dry ice and stored at −80°C. RNA was extracted (Nucleospin RNA kit, Macherey-Nagel, 740955). The remaining part of each embryo was processed for whole-mount in situ hybridisation detection of *Uncx4.1* and accurate somite count determination, with embryo comparisons restricted to those within ±1 somite.

### Quantitative PCR using BioMark Fluidigm

100 ng RNA isolated from E9.5 and E10.5 tailbud tissue was used as template for cDNA synthesis performed using RT-Vilo (ThermoFisher). Quantitative PCR was performed using the 96*96 BioMark Fluidigm format. Raw Ct values were analysed using a modified version of the qPCR-Biomark script (https://github.com/jpouch/qPCR-Biomark) and normalised as previously described^96^. Only Ct values in the optimal range for the Biomark system of 6-25 were used for further analysis. All genes were first normalised against the mean raw Ct-values of five housekeeping gene probes yielding ΔCt values, then normalised against the wildtype condition yielding ΔΔCt values.

### Quantitative PCR using Roche Lightcycler

RNA isolated from one E9.5 tailbud or 1 mg RNA isolated from the in vitro cells was used as template for cDNA synthesis (Roche, 04897030001) using random hexamers and eluted in 200 µl and 100 µl H_2_O respectively. Each 10 µl PCR reaction reaction (5 µl SYBR Green I Master Mix (Roche, 04887352001); 2.5 µl H_2_O; 2 µl cDNA; 0.25 µl 10 mM forward primer; 0.25 µl 10 mM reverse primer) was run on a Lightcycler 480 (Roche) using the program: 95°C for 10 s (1 cycle), 95°C for 10 s, 60°C for 15 s, 72°C for 10 s (45 cycles). Biological samples were processed in technical triplicate for each gene and the expression of housekeeping gene *Pol2a* used for normalising gene expression using the ΔΔCt method.

### RNA-seq

For in vivo sample RNAseq, tissue was dissected and RNA extracted as described above. RNA quality and quantity assessed using the Agilent Technologies BioAnalyser. Multiplexed RNAseq libraries, generated from 50 ng total RNA per sample, were prepared using Illumina TruSeq Stranded mRNA Sample prep (Protocol 15031047 Rev Oct 2013). 75 bp single-end (SE) sequencing was performed on the NextSeq500 Illumina platform. On average, 69 million SE reads were obtained for each library. For in vitro cell sample RNAseq, libraries were prepared by an in-house method. The index is added during initial pA priming and pooled samples amplified using template switching oligos. P5 was added by PCR and P7 by Nextera transposase. The final library structure is as follows: P5-Rd1->8 bp index-10bpUMI-pA then cDNA < -Rd2 primer i7 index P7. Paired end sequencing was performed on the NextSeq550 Illumina platform for 19 bp forward reads of index and 72 bp reverse reads of cDNA. On average, 20 M raw reads were obtained for each library.

### Skeleton preparation and imaging

Skeletal preparation was performed on E16.5 and E18.5 embryos as previously described^97^. Embryos were skinned, then incubated for 2 days at RT with constant rocking in each of the following solutions: 95% ethanol, 100% acetone, staining solution (Composition: 15 mg alcian blue and 5 mg alizarin red S in 70% ethanol with 0.5% glacial acetic acid). To clear the skeletons, stained embryos were washed in 1% KOH at RT with constant rocking for 2-5 days, then transferred into glycerol using a graded glycerol/1% KOH series (25%, 50%, 75%, 100% glycerol) for 24 hr in each solution with gentle rocking at RT. Finally, the embryos were transferred in 100% glycerol with 0.02% sodium azide for long-term storage. Images were acquired with a Vision Dynamic BK Lab System at the Monash University Paleontology Lab. Images were taken with a Canon 5d MkII with a 100 mm Macro lens (focus stop 1:3/1:1). Multiple images were taken to extend the focal depth, and stacked in ZereneStacker using the PMax algorithm.

### NMP differentiation of ESCs

NMP differentiation was based on the published protocols^20,56^ with minor modifications. In preparation for differentiation, ESCs were feeder-depleted and plated in gelatin-coated (0.1% Sigma, G1890-100G) 6-well plates (Falcon, 353046) at a density of 8×10^3^ cells/cm^2^ in ES medium. On D0 of differentiation media was changed to N2B27 media (Composition: 49.5% Advanced Dulbecco’s Modified Medium F-12 (Gibco, 12634028); 49% Neurobasal medium (Gibco, 21103049); 0.5% N2-supplement (Gibco, 17502001); 1% B27-supplement (Gibco, 17504044)) supplied with 1x Glutamax (Gibco, 17504044), 40 µg/ml BSA Fraction V (Gibco, 15260037) and 100 mM 2-Mercaptoethanol (Gibco, 21985-023)) supplemented with 10 ng/ml hFGF-2 (Miltenyi Biotec, 130-104-925). The media was further supplemented with 5 µM CHIR99021 (StemMACS, 130-103-926) on D2 and with or without 50 ng/ml hGdf11 (130-105-776, Miltenyi Biotec) on D3. Throughout differentiation, the medium was refreshed every 24 h. NMP identity at D3 was routinely confirmed by co-expression analysis of *Sox2* and *T/Bra* using immunofluorescence.

### Flow cytometry analysis

Samples for flow cytometry were isolated and analysed from individual embryos. All tissue posterior to the first visible somite condensate was dissected from E9.0 WT or *T-Cre*^*ERT2*^;*Nr6a1*^flox/flox^ (Tamoxifen-treated @ E7.5) embryos in cold PBS and dissociated for 20’ in 120 µL Accutase at 37 °C. Single cell suspension was achieved by pipetting up and down with a P200 low bind pipette tip before adding 800 µL of PBS + 2% Foetal Bovine Serum (FBS) and pipetting up and down with a P1000. This single-cell suspension was then filtered through a 70 µm mesh cap and cells pelleted by centrifugation at 400 g. Cells were stained using the viability dye Zombie Aqua (BioLegend), fixed and permeabilised using the True Nuclear Transcription Factor Buffer Set (BioLegend), both following manufacturer’s instructions. Cells were incubated with primary antibodies (rat anti-Sox2, 1:200, eBiosciences; rabbit anti-T/Bra, 1:200, Abcam) for 30 minutes in PERM buffer in the dark at room temperature (RT), then washed once in PERM buffer. Secondary antibodies (goat anti-rat-AlexaFlour555, Invitrogen; goat anti-rabbit- AlexaFlour 647, Invitrogen), were incubated in PERM buffer for 30 minutes in the dark at RT, washed once in PERM buffer followed by a second wash in PBS + 2%FBS. Cells were pelleted by centrifugation at 400 g, resuspended in PBS + 2%FBS and 1 mg/ml Propidium iodide and analysed by flow cytometry on a LSRFortessa (BD). A minimum of 8,000 and a maximum of 16,000 events were recorded per sample. To set gates, all non-tailbud tissue was pooled and stained for 1) both secondary antibodies, 2) anti-Sox2 primary and secondary alone and 3) anti-T/Bra primary and secondary alone. Experimental cells were first gated to remove debris, then gated based on size to select for single cells, and finally, cells that had taken up Propidium iodide were excluded leaving single viable cells for analysis of Sox2 and T/Bra expression as depicted in Supplementary Fig. 13.

### Quantification and statistical analysis

#### Microarray analysis

Microarray CEL files were analysed using RMA^98^ and limma^99^ in the R statistical package. Following alignment and annotation of genes, the Microarray data was filtered to export differentially expressed genes with an adjusted p-value or false discovery rate of 0.05 or lower and a fold change less than or equal to −2 and greater than or equal to 2 (log_2_FoldChange less than or equal to −1 and greater than or equal to 1). Genes were then sorted to extract the top 50 most downregulated genes, which were analysed via DAVID^100,101^ and ToppGene^102^ utilising standard settings provided in each program. The results were then exported into tables in Excel and the bar graph of biological processes affected by the top 50 downregulated genes was generated using -log10(p-value) parameters and plotted using PRISM.

### Vertebral formulae—*CMVCre*^*ER*T2^ analysis

For statistical analysis and data visualisation of vertebral numbers, Graph Pad Prism 9.3.1 (471) was used. A two-tailed T-test was employed. Error bars represent the mean with standard deviation.

### Vertebral formulae—*TCre*^*ER*T2^ analysis

For statistical analysis and data visualisation of vertebral numbers, R-package “Data Analysis using Bootstrap-Coupled ESTimation” (dabestr) was used, and the background of the methods were previously described^103^. To determine mean differences to the respective shared control, 5000 bootstrap samples were taken and the confidence interval was bias-corrected and accelerated. In the visualisation, 95% confidence interval is indicated by the ends of the vertical error bar and the sampling error distribution is diagrammed as a grey filled curve. The codes are available at https://github.com/ACCLAB/dabestr.

### Quantitative PCR using Roche Lightcycler

All genes were first normalised against the mean raw Ct-values of housekeeping gene, *Pol2a*, yielding ΔCt values. Following normalisation of gene expression using the ΔΔCt method, statistical analysis was performed using the Wilcoxon test.

### RNAseq analysis

All sequencing reads were aligned to the reference genome using STAR aligner^104^. Only the genes with counts, which are greater than 10, and with CPM, which are greater than 2 in two biological replicates were used for further analysis. Differential gene expression between control and mutants were performed using edgeR^105,106^. Here we used false discovery rate (FDR), the adjusted p-value, to display significance of the differential gene expression between the controls and the mutants. Genes with a FDR < 0.05 were considered to be significantly differentially expressed in the mutants.

### Resource availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by Edwina McGlinn ().

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon request. The raw microarray data generated in this study have been deposited in the Gene Expression Omnibus (GEO) and are publicly available using the accession number GSE166458 (CEL datasets). Original data relating to the microarray experiment can also be accessed from the Stowers Original Data Repository LIBPB-1647. The raw in vitro and in vivo RNAseq data generated in this study have been deposited in the GEO and are publicly available using the accession number GSE180427. This includes raw data for graphs presented in this study. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Nr6a1 controls Hox expression dynamics and is a master regulator of vertebrate trunk development
**Source:** Nat Commun. 2022 Dec 15;13:7766. doi: 10.1038/s41467-022-35303-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: **Supplementary Data 1**

Description: ToppGene and DAVID analysis of *Nr6a1*<sup>-/-</sup> embryos compared to controls.

File name: **Supplementary Data 2**

Description: Differentially expressed genes (FDR<0.05) uniquely identified in *Cdx2P:Nr6a1* tailbuds, uniquely identified in *Gdf11*<sup>-/-</sup> tailbuds, or common to both *Cdx2P:Nr6a1* and *Gdf11*<sup>-/-</sup> tailbuds.

How the deposited data were processed for this re-analysis (not part of the article)

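RNA was sequenced from 6 tailbuds of E10.5 mouse embryos, 4 wildtype and 2 transient transgenic Cdx2P:Nr6a1 embryos, with 1 library per embryo. Each library was made from 50 ng of RNA with a stranded mRNA kit and sequenced as 75 bp single-end reads. The samples were grouped by the genotype in their labels, and no sample was left out or pooled. The count table holds 54134 genes and 0 columns of other samples. According to the labels and the heading of the source data for Fig. 5C, the stage is given as E10.5 and as E9.5, and E10.5 was used.

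The authors aligned the reads with STAR and deposited raw counts per gene, without normalization or filtering. The paper's text does not name the genome build, the counting program or the use of strand. The exon coordinates deposited with the counts were compared with GENCODE M21 on GRCm38, and 99.5% of the exons of the genes named in both were the same. Whether the counting used strand was tested on genes whose exons lie under exons of another gene. For 360 genes the authors also deposited CPM, which they computed from the counts over the genes kept by their filter. The log2 fold changes and average log2 CPM of these genes were computed by the authors with edgeR. The p-value and FDR of these genes also come from edgeR as run by the authors, and the paper's text does not name the edgeR function. These deposited values were used only for comparison.

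The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes with a count above 10 and a CPM above 2 in at least 2 libraries were kept, and libraries were normalized by the TMM method. The quasi-likelihood test of edgeR compared the genotypes without covariates, and a gene was called at a Benjamini-Hochberg FDR under 0.05. The standard error of a fold change was its size divided by the square root of the F statistic. CPM was computed with TMM library sizes, and errors of CPM are SD. The rotation test fry of limma tested gene lists, and the median of each list was compared with 10000 random lists matched on mean expression in 20 bins. With 2 libraries against 4 there are 15 arrangements, so an exact permutation test of a single gene cannot give a p under 0.0667, and the models fitted across all genes carry the tests.

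Library totals lay between 44073460 and 67183802 counts, and the biological coefficient of variation was 9.40%. In counts simulated with the means and dispersions of these libraries and a log2 change of 1, the quasi-likelihood test called 192 of 197 changed genes (97.5%) and 15 genes that were not changed, of 12697 tested. The likelihood ratio test called 196 changed genes and 29 genes that were not changed.

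The tests, the gene lists and 18 alternatives were set before the data were examined. The alternatives were the likelihood ratio test and the exact test of edgeR, DESeq2, limma voom, robust estimation, RLE normalization, library size only, the filterByExpr filter, no filter on low counts, the replicate number as a block, each of the 6 libraries left out in turn, camera in place of fry, and the neural lists without Hox genes. With a Cdx2P:Nr6a1 library left out, 1 library remains in that group, and only values without a test are given. The 3 alternatives chosen after seeing the data were expression from the Y chromosome as a covariate, counts thinned to the smallest library total, and removal of a loess trend (span 0.5) of the fold change on gene length and GC content. The 13 alternatives beside which the range of an adjusted p is given are those set in advance that give a test, without the replicate block.

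The genes named are those the paper names for these libraries or shows in Fig. 5C, Fig. 8A and Fig. 8B, all genes of the Hox clusters, Nr6a1, Nr6a1os, Gdf11, Pou5f1 and Lfng, the 5 genes with the largest change in each direction among those called with both Cdx2P:Nr6a1 libraries beyond all wildtype libraries, 5 sex-linked genes and the genes of the marker lists. Other genes are named only where they were chosen after their values were seen, which is then stated. The 9 marker lists were of gut endoderm, surface ectoderm, erythroid cells, macrophages, endothelium, notochord, neural tube, presomitic mesoderm and somite. The lists of cyclic genes of the segmentation clock, Notch and FGF genes and Wnt genes, were written before they were tested. Genes of Supplementary Data 2 were matched by symbol, 27 of them through an older symbol, and 9 names had no match. The reads themselves, the in vitro differentiation, the quantitative PCR and the Gdf11-/- counts were not analysed here.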

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

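The tests on the sex-linked genes and on Urad were chosen only after the result was seen. For each of 83 values in the 4 wildtype libraries, the gap between the most distant library and its nearest neighbour was divided by the range of the group. This share was above Dixon's critical value for 4 samples at the 95% level for 9 values, where chance gives 4.15.

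In 5 of these 9, the values are of sex-linked genes, and wildtype replicate 3 lay apart. Its CPM of Xist was 1.78, compared with 865 to 960 in the other wildtype libraries (share 0.900). The share was 0.999 for Ddx3y, 0.9996 for Eif2s3y, 0.9996 for Kdm5d and 0.999 for Uty, whose CPM was 58.2, 55.5, 60.0 and 36.2 in replicate 3 and at most 0.0447 in the other 3. A mix of embryos would give libraries with both or neither of Xist and Ddx3y above 10 CPM, and 0 libraries did. The values are consistent with wildtype replicate 3 and Cdx2P:Nr6a1 replicate 2, where the CPM of Xist was 0.958, being male and the other 4 embryos female. Each genotype has at least 1 embryo of each kind, and with expression from the Y chromosome as a covariate, 145 genes were called in place of 203.

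The other 4 of the 9 are about as many as chance gives. Hoxb5 had a CPM of 17.6 in wildtype replicate 2 and 15.8 to 16.0 in the others (share 0.936), and Hoxc12 had 109 in replicate 2 and 102 to 103 in the others (share 0.847). Without this replicate their log2 fold changes were -0.14 and -0.15. Dapl1 had a CPM of 5.62 in wildtype replicate 1 and 3.32 to 3.52 in the others (share 0.913). Without replicate 1 its log2 fold change was -1.43 and it was called (adjusted p = 0.0125 from edgeR's quasi-likelihood test, between 2.72e-14 and 0.0345 over all alternatives). The median of the 2 neural tube markers tested was -0.24 in wildtype replicate 1 and 0.05 to 0.10 in the others (share 0.853), and the log2 fold change of this list was 0.64 without it. The total count of wildtype replicate 1 (49165881) and replicate 2 (55841404) lay within the range of the wildtype libraries, and no further explanation was tested.

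Of the genes with the largest changes, 8 are not discussed in the paper's text, and their CPM in the Cdx2P:Nr6a1 libraries lay beyond the level of all 4 wildtype libraries. The log2 fold change was 3.13 for Hes3 (adjusted p = 0.00737 from edgeR's quasi-likelihood test), 2.51 for Cyp1b1 (0.00223), 2.23 for Gal (0.0128) and 2.21 for Urad (0.000162). It was -2.93 for Sim2 (0.00223), -1.67 for Krt36 (0.0377), -1.65 for Dapl1 (0.0198) and -1.56 for Dmrt2 (0.0264). Hes3, Cyp1b1 and Krt36 are among the 151 genes listed as shared with Gdf11-/-. All 8 had a mean wildtype CPM under 8, and Gal was at 0.489. Wildtype replicates and Cdx2P:Nr6a1 replicates each decide some of these values. For Hes3 the fold change was 2.25 without Cdx2P:Nr6a1 replicate 2 and 3.66 without replicate 1, and its adjusted p with robust estimation was 0.0918 (edgeR, between 4.8e-101 and 0.0918 over all alternatives). Krt36 lost its call without wildtype replicate 2 (adjusted p = 0.0586, edgeR, between 6.87e-12 and 0.0586), and Dmrt2 without wildtype replicate 4 (adjusted p = 0.0503, edgeR, between 6.1e-19 and 0.0503). The fold change of Dmrt2 was -1.24 without Cdx2P:Nr6a1 replicate 1 and -2.03 without replicate 2.

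Against technical explanations of these 8 changes, all kept their call after removal of the trend on length and GC content, with 3.12 for Hes3 and -2.95 for Sim2. With libraries thinned to equal depth, 7 of the 8 were called, and Krt36 was not (adjusted p = 0.0542, edgeR). With expression from the Y chromosome as a covariate, Krt36 and Dmrt2 lost their calls (adjusted p = 0.0682 and 0.0620, edgeR). The lost calls do not show that these 2 changes follow sex, since a covariate also leaves less information to estimate the spread. Between the embryos that appear male, wildtype replicate 3 and Cdx2P:Nr6a1 replicate 2, Krt36 fell from 2.53 to 0.988 CPM. Dmrt2 fell from 5.24 to 3.08 CPM between them. With so few embryos, a part played by sex cannot be ruled out. A response to Nr6a1 stays open as an untested hypothesis for all 8, together with other differences between embryos carrying a transgene and wildtype embryos.

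Urad lies beside Cdx2, whose promoter is part of the transgene. A change of the whole region is argued against by the 10 other genes tested within 500000 bases of Urad, whose median log2 fold change was 0.016, from -0.17 to 0.35, with 1 called (Cdx2, 0.35, adjusted p = 0.0340 from edgeR's quasi-likelihood test). Transgene sequence that holds part of Urad would raise the counts without a change of the gene itself. In that case Urad may follow the amount of transgene, but the CPM above wildtype differed 1.12 times between the 2 Cdx2P:Nr6a1 embryos, compared with 1.59 times for Nr6a1. This explanation cannot be told apart from a higher expression of the gene, because counts per gene do not show which exons were read and 2 embryos give a single ratio. Cdx2 was singled out after its values were seen.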

How the results depend on the processing

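The tests with a Y-linked covariate, a length and GC correction and equal depth were chosen only after the result was seen. The median log2 fold change of all genes tested stayed within 0.011 of 0 under every alternative.

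Nr6a1, Hoxa9, Hoxa11, Hoxa13, Hoxb13, Hoxc13, Hoxd13, Hottip, Lin28a, Epha5, Id2, Sox1, Cited1 and Aldh1a2 kept their direction and stayed under an FDR of 0.05 in each of the 13 alternatives set in advance that give a test, the replicate block not included. The log2 fold change of Nr6a1 lay between 2.28 and 2.54 without 1 wildtype library and between 2.11 and 2.65 without 1 Cdx2P:Nr6a1 library. The set test of the Hox11 to Hox13 genes stayed under 0.05 in all 14 of these alternatives with a test, camera included. Among them, the likelihood ratio test and the exact test could not change it, since they share the fit that fry uses. With the replicate block, which is not among them, fry of limma gave a p of 0.114. The number of shared genes with the direction listed for Gdf11-/- was 136 in every fit with both Cdx2P:Nr6a1 libraries.

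The number of genes called, 203, changed by more than 1.5 times to 401 with the likelihood ratio test, 391 with the exact test, 509 with DESeq2 and 876 without a filter on low counts, and lay between 134 and 175 across the 4 fits that each left out a wildtype library, lowest without wildtype replicate 4. Robust estimation and limma voom each gave 237, filterByExpr 214, RLE normalization 202 and library size only 199. Without a filter 32579 genes were tested, and 58.0% of the genes called were higher. That fit gave far smaller p-values at nearly the same fold changes, so a call made by it adds little. For Hoxb13 the adjusted p of edgeR's quasi-likelihood test went from 0.00121 to 4.0e-123, with a log2 fold change of -1.54 in both. The likelihood ratio test, the exact test, DESeq2 and the fit without a filter called all of the 203 genes.

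The Hox5 to Hox10 genes called higher, 3 with the quasi-likelihood test, numbered 6 with the likelihood ratio test, the exact test and DESeq2, 8 without a filter, and 1 to 2 with a wildtype library left out. Their median lay between 0.10 and 0.15 across the fits with 1 library left out and was 0.12 with the Y-linked covariate. The set test stayed under 0.05, of the fits with a wildtype library left out, only without replicate 2, where fry of limma gave a p of 0.0113, and was at 0.0599 with the covariate. The cause was not tested. The median of the Hox11 to Hox13 genes was -0.81 without Cdx2P:Nr6a1 replicate 1 and -0.38 without replicate 2. This median is the value of Hoxd12, which differs between these 2 embryos.

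Of the NP genes of Fig. 8A, 9 were called with the likelihood ratio test, the exact test and without a filter, and 8 with DESeq2. All 7 MP genes of Fig. 8A were called with these 4 settings. Of the NP genes of Fig. 8B, 7 were called with the likelihood ratio test, the exact test and DESeq2, and 8 without a filter, which also called 4 of the MP genes of Fig. 8B and all 151 genes shared with Gdf11-/-. The median of the MP genes of Fig. 8B lay between -0.19 and -0.082 across the fits that each left out a library, and was -0.19 without Cdx2P:Nr6a1 replicate 2. The genes named and tested, of which 32 were called, had 49 called with DESeq2 and 71 without a filter. The cause was not tested.

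Of the 9 marker lists, 2 had a fry p under 0.05 (neural tube and somite). This number was 0 with filterByExpr, 1 without a filter and between 0 and 2 across the fits that each left out a wildtype library. It was 0 without wildtype replicate 3. Signs reversed only for medians near 0 or lists that vary within a genotype. Across the fits that each left out a library, the erythroid list lay between -0.43 (without Cdx2P:Nr6a1 replicate 2) and 0.085 (without wildtype replicate 1), the macrophage list between -0.82 and 0.21 (without Cdx2P:Nr6a1 replicates 2 and 1), and the endothelium list between -0.080 and 0.17 (without Cdx2P:Nr6a1 replicates 2 and 1). The presomitic mesoderm list was at -0.040 with limma voom and between -0.17 (without Cdx2P:Nr6a1 replicate 1) and 0.076 (without wildtype replicate 1), and also below 0 without wildtype replicates 2 (-0.059) and 4 (-0.051). Hoxc11 lay between -0.061 and 0.093 (without Cdx2P:Nr6a1 replicates 1 and 2). Hoxd11 was at -0.0033 with the length and GC correction and between -0.030 and 0.036 (without wildtype replicates 1 and 4). The cause was not tested.

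With the replicate number as a block (replicate block), 442 genes were called. The median was 0.19 for the Hox5 to Hox10 genes with 5 called higher, -0.64 for the Hox11 to Hox13 genes, -0.37 for the MP genes of Fig. 8A with 7 called, and -0.093 for those of Fig. 8B with 4 called. It called 9 NP genes of Fig. 8A and 58 of the named genes, 1 marker list was under 0.05, the macrophage list was at 0.27, the presomitic mesoderm list at -0.080 and Hoxc11 at -0.0022. The set tests above 0.05 in this fit say nothing about the size of an effect, since only replicates 1 and 2 occur in both genotypes and the pairs share only a number. The correlation across genes between the members of a pair, each relative to its genotype, was 0.27 for pair 1 and -0.23 for pair 2, and genes are not independent replicates.

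Sox1, Gal and Cyp1b1 have no value with a Cdx2P:Nr6a1 library left out, because they then fail the filter. Over all alternatives, 75 values of single genes became stronger, 24 weaker, 32 moved and 4 reversed, and 961 stayed the same. Of the values of lists and counts, 45 moved, 17 became weaker, 4 stronger and 9 reversed, and 450 stayed the same. Genes with few counts are limited by depth: Irx3, with 25 to 92 counts per library, and Nr6a1os were not tested.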

Differences from the paper's values

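No test in this part was chosen only after the result was seen, apart from the alternatives named as such.

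The paper's Supplementary Data 2 lists 358 genes as differentially expressed between Cdx2P:Nr6a1 and wildtype tailbuds, and 203 were called here with the quasi-likelihood test of edgeR. Of the alternatives set before the data were examined, the likelihood ratio test (401), the exact test (391) and DESeq2 (509) fall within 1.5 times of the paper's number, as does the fit with the replicate number as a block. The other alternatives do not: limma voom and robust estimation (237 each), RLE normalization (202), library size only (199), filterByExpr (214), no filter on low counts (876) and the fits without a wildtype library (134 to 175). Of the 360 genes in the authors' deposited table, 200 were called with the quasi-likelihood test, 344 with the likelihood ratio test, 342 with the exact test, 352 with DESeq2 and 360 without a filter. The log2 fold changes of these genes differ little from the deposited ones (correlation across genes 1.00). Their p-values depend more on the test. The correlation of log10 p with the deposited values was 0.976 for the likelihood ratio test and 0.977 for the exact test. It was 0.936 for DESeq2 and 0.823 for the quasi-likelihood test.

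The paper gives 151 genes as shared with Gdf11-/-, and 99 of these were called here. The number called is within 1.5 times of the paper's with the likelihood ratio test and the exact test (143 each), DESeq2 (147), no filter (151) and the replicate block, and also with limma voom (105) and robust estimation (107), which remain close to the 99 called here. It is not with RLE normalization (99), library size only (97), filterByExpr (99) or with a wildtype library left out (71 to 87).

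The paper's Fig. 8A shows 9 NP genes as changed, and 5 were called here. The likelihood ratio test, the exact test and the fit without a filter called 9, DESeq2 called 8, and the replicate block is also within 1.5 times of the paper's number. This does not hold for limma voom, robust estimation, RLE normalization, library size only and filterByExpr (5 each) or with a wildtype library left out (4 to 5). The paper's Fig. 8A shows 7 MP genes, and 4 were called here. The likelihood ratio test, the exact test, DESeq2 and the fit without a filter called 7. Limma voom, robust estimation, RLE normalization and filterByExpr called 5 each, which is within 1.5 times of the paper's number but 1 gene above the 4 called here, and the replicate block is within 1.5 times as well. This does not hold for library size only (4) or with a wildtype library left out (3 to 4).

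The paper lists several genes as changed that the quasi-likelihood test did not call. Hoxc5, Hoxc6, Hoxc9, Hoxaas3, Hoxa11os, Fat3, Rnf213, Tbx6, Nkx1-2, Gpm6a and Lin28b were called with the likelihood ratio test, the exact test, DESeq2 and without a filter. Hoxaas3 was also called without wildtype replicate 3, Hoxa11os without wildtype replicate 4 and Nkx1-2 without wildtype replicate 2. Igfbp5 was called with the likelihood ratio test, the exact test, without a filter and without wildtype replicate 4. Magi1 was called with these 2 tests, DESeq2, limma voom, robust estimation, RLE normalization, filterByExpr, no filter and without wildtype replicate 3, and with equal depth, which was chosen after seeing the values. The replicate block called Hoxc6, Hoxc9, Hoxaas3, Hoxa11os, Igfbp5, Fat3, Magi1, Rnf213, Tbx6 and Lin28b.

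The paper describes genes of the Hox11 to Hox13 groups as reduced, with Hoxa11 as an exception. Here Hoxc11 (log2 fold change 0.02), Hoxd11 (0.01) and Hoxc12 (-0.18) were not called under any alternative, so that no Hox11 gene was called lower. The authors' deposited table does not list these genes as changed either. The difference is therefore from the paper's summary wording and not from its calls.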

Other observations

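The test of whether reads on shared bases of Hoxa11 and Hoxa11os were counted on the other gene was chosen only after the result was seen. The predictions for the other tests in this part preceded them.

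The lower counts of the Hox11 to Hox13 genes, with a median log2 fold change of -0.58, were set against technical explanations. The paper finds Hoxb13 in the hindgut of younger embryos, and less hindgut in the Cdx2P:Nr6a1 tailbuds would lower the gut endoderm markers as well. The median of these markers was instead 0.18 (8 of 8 tested, fry of limma gave a p of 0.109). It lay between 0.090 and 0.24 with a Cdx2P:Nr6a1 library left out. Of these markers 6 were higher and 2 lower, and 0 were called. They give no sign of less hindgut, but whether they are limited to hindgut in this tissue was not tested. After removal of the trend on gene length and GC content the median of the Hox11 to Hox13 genes was -0.59, with libraries thinned to equal depth it was -0.59, and with expression from the Y chromosome as a covariate it was -0.55. The set test stayed under 0.05 in these 3 fits. The smallest and the largest library are both Cdx2P:Nr6a1, and with the remaining one of them alone the median was -0.38 and -0.81. Largest genes do not take up the counts, since no gene held more than 1.00% of a library. An effect of Nr6a1 on these genes stays open as a hypothesis after these tests. A shift in developmental stage between the embryos also stays open and was not tested, although the paper's methods restrict comparisons to embryos closely matched in somite number.

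Hoxa11 was higher (1.12) and Hoxa11os lower (-0.28), and their exons share 800 bases. If reads on shared bases were counted on either gene, genes wholly under exons of another gene would have counts, but 0 of 446 such genes on the opposite strand and 0 of 644 on the same strand had more than 10 counts, compared with 37.5% of the genes under no other. This argues against reads on the shared bases being counted on the other gene. An effect of counting without strand cannot be told apart from a change of the genes, because reads on the shared bases were given to neither gene and transcripts beyond the annotated exons would be counted whatever their strand.

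The 7 MP genes of Fig. 8A were lower, which less mesoderm in the dissected tissue could also give. It would lower the lists of presomitic mesoderm and somite and raise those of every other tissue. The presomitic mesoderm list had a median of 0.029 with 4 genes higher and 2 lower (6 of 8 tested, fry of limma gave a p of 0.320), and -0.17 without Cdx2P:Nr6a1 replicate 1. The somite list had a median of -0.20 (3 of 7 tested, p of 0.0329), and -0.13 without wildtype replicate 3 (p of 0.0595). Of the presomitic list, 3 genes are also in Fig. 8B. The neural tube list had a median of 0.72 over only 2 of 8 genes tested, Sox2 and Sox3 (fry p of 0.0214). This median was 0.31 with filterByExpr (p of 0.0740), 0.35 with DESeq2, 0.36 without a filter, 0.51 without Cdx2P:Nr6a1 replicate 2 and 0.89 without replicate 1. Irx3, which Fig. 8B also holds, was not tested. Sox3 was called, with a log2 fold change of 1.26 (adjusted p = 0.00714 from edgeR's quasi-likelihood test), and Sox2 was not, at 0.17 (adjusted p = 0.653). Less mesoderm cannot be told apart from a change of these genes, because few genes of the lists were tested, those of the presomitic list go both ways, and the genes of Fig. 8A were chosen on these libraries.

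The remaining marker lists had medians of 0.16 for surface ectoderm (7 of 8 tested, fry p of 0.366), -0.22 for erythroid cells (8 of 8, 0.738), -0.15 for macrophages (8 of 8, 0.706), 0.08 for endothelium (7 of 7, 0.884) and 0.28 for notochord (4 of 4, 0.216). Camera gave p values of 0.0261 for gut endoderm, 0.0435 for surface ectoderm, 0.0428 for notochord and 1.44e-05 for neural tube, and of these only neural tube was under 0.05 with fry. The gut endoderm list was under 0.05 with fry without wildtype replicate 4 (0.0380). With a library left out, the median of surface ectoderm lay between 0.073 and 0.33, and that of notochord between 0.099 and 0.44. The Hox1 to Hox4 genes had a median of 0.14 with 0 of 12 called, 4 at an unadjusted p under 0.05, and 3 called when adjusted over the list alone (2 higher, 1 lower), with a fry p of 0.120 and a camera p of 0.0232.

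Of the 15 splits of the 6 libraries into 2 and 4, 1 gave as many as 203 genes with an adjusted p under 0.05 (edgeR), the real one. The split with wildtype replicate 3 and Cdx2P:Nr6a1 replicate 2 together gave 9 genes, and the other 13 gave 0. At an unadjusted p under 0.05 the real split gave 1342 genes and the others 226 to 1006. With 15 splits the share cannot fall under 0.05, so the split alone does not decide.

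Lfng and Hes7 differed within genotypes by more than between them. Lfng had a CPM of 244 in wildtype replicate 1 and 44.7 to 121 in the other wildtype libraries, and 223 and 66.7 in Cdx2P:Nr6a1 replicates 1 and 2. Embryos taken at different phases of the segmentation clock would raise the other cyclic genes of the Notch and FGF pathways in the same libraries and lower those of the Wnt pathway. In wildtype replicate 1 against the other wildtype libraries, the median log2 difference was 0.42 for 9 Notch and FGF genes (9 higher) and -0.21 for 9 Wnt genes (8 lower). In Cdx2P:Nr6a1 replicate 1 against replicate 2 it was 0.20 (8 higher) and -0.29 (7 lower). These medians lay above 100% or below all of 10000 matched random lists. The random genes were drawn independently, so this does not allow for genes that vary together for other reasons. A difference in clock phase between the embryos is consistent with these values and may add to the spread of cyclic genes within each genotype.

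Lyz2 had a CPM of 28.9 in Cdx2P:Nr6a1 replicate 2 and 1.38 to 5.25 in the other libraries, and was not called (log2 fold change 2.59, adjusted p = 0.0836, edgeR), although the authors list it. It was chosen after its values were seen. Supplementary Data 2 lists 207 genes for Cdx2P:Nr6a1 only and 151 as common, while the authors' deposited table holds 360 genes, and Nr6a1 and Urad are in neither list. Tmem35a of the deposited table matches a gene listed for Gdf11-/- only under its older symbol, and 1 name written as a date is in both lists of genes found in a single dataset. Gdf11 itself had a log2 fold change of -0.11 (adjusted p = 0.701, edgeR).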
